# Diversity of arterial cell and phenotypic heterogeneity induced by high-fat and high-cholesterol diet

**DOI:** 10.3389/fcell.2023.971091

**Published:** 2023-02-23

**Authors:** Jieqi Wen, Rongsong Ling, Ruiyue Chen, Siyan Zhang, Yarong Dai, Tingtao Zhang, Fanyu Guo, Qingxin Wang, Guixin Wang, Yizhou Jiang

**Keywords:** single-cell RNA sequencing (scRNAseq), western diet (WD), cellular heterogeneity, endothelial dysfunction (ED), atherosclerosis

## Abstract

Lipid metabolism disorder is the basis of atherosclerotic lesions, in which cholesterol and low-density lipoprotein (LDL) is the main factor involved with the atherosclerotic development. A high-fat and high-cholesterol diet can lead to this disorder in the human body, thus accelerating the process of disease. The development of single-cell RNA sequencing in recent years has opened the possibility to unbiasedly map cellular heterogeneity with high throughput and high resolution; alterations mediated by a high-fat and high-cholesterol diet at the single-cell transcriptomic level can be explored with this mean afterward. We assessed the aortic arch of 16-week old Apoe^−/−^ mice of two control groups (12 weeks of chow diet) and two HFD groups (12 weeks of high fat, high cholesterol diet) to process single-cell suspension and use single-cell RNA sequencing to anatomize the transcripts of 5,416 cells from the control group and 2,739 from the HFD group. Through unsupervised clustering, 14 cell types were divided and defined. Among these cells, the cellular heterogeneity exhibited in endothelial cells and immune cells is the most prominent. Subsequent screening delineated ten endothelial cell subsets with various function based on gene expression profiling. The distribution of endothelial cells and immune cells differs significantly between the control group *versus* the HFD one. The existence of pathways that inhibit atherosclerosis was found in both dysfunctional endothelial cells and foam cells. Our data provide a comprehensive transcriptional landscape of aortic arch cells and unravel the cellular heterogeneity brought by a high-fat and high-cholesterol diet. All these findings open new perspectives at the transcriptomic level to studying the pathology of atherosclerosis.

## 1 Introduction

As a chronic inflammatory disease, atherosclerosis is the major cause of myocardial and cerebral infarction and ischemia of the extremities, the underlying cause of about 50% of all deaths (Lusis, 2000). A disorder of lipid metabolism is the basis of atherosclerotic lesions, with cholesterol and low-density lipoprotein (LDL) acting as chief instigators (Lu and Daugherty, 2015). Several kinds of cells and cytokines are involved in the atherosclerotic progression.

Lesion of the diseased aorta originated from its intima. Minimally oxidized LDL diminishes nitric oxide to increase the permeability of endothelial layer and triggers endothelial cells to produce cytokines and chemokines, which helps monocytes pass through endothelial monolayer and convert into macrophages. Lipid accumulates here topically, and oxidation and modification of LDL happen under the presence of different enzymes and ROS. Macrophages then differentiate into foam cells with the help of highly oxidized LDL and gather. Under the regulation of cytokines, smooth muscle cells (SMCs) migrate into the inner lumen, and proliferate and secrete extracellular matrix (ECM) to promote the hyperplasia of fibrous cap and formation of plaque (Libby, 2000). Then macrophage and inflammatory T cells secrete various cytokines and enzymes to degrade matrix (Schönbeck et al., 2000), make the lesional plaque fragile, and induce calcification and precipitation. Finally the rupture of the plaque and the exposure of lipid core into blood recruit platelet initiate thrombosis. This blocks artery lumen and contributes to the ischemia or necrosis of organs or tissues supplied by the artery (Lusis, 2000).

It is clear that endothelial cells and macrophages play important roles in the development of atherosclerosis. Endothelial injury and repair are novel theories explaining pathogenesis of atherosclerosis (Mannarino and Pirro, 2008). Endothelial cells (ECs) are involved in a great range of homeostatic functions (Durand and Gutterman, 2013) through anti-coagulant, antithrombotic, and anti-inflammatory activity. Normally, endothelial cells regulate vascular tone, cell adhesion, and SMC proliferation (Paone et al., 2019). However, these functions lapse when pathological conditions appear and cause endothelial dysfunction (Werner et al., 2006). Most atherosclerotic risk factors can activate endothelial cells to secretes chemokines, cytokines, adhesion molecules, and intracellular adhesion molecules, hence aggregate immune cells (Davignon and Ganz, 2004). Macrophages play a vital role in the initiation of atherosclerosis and growth of plaque, while continuous inflammation leads to its apoptosis. In the absence of effective exocytosis, the accumulation of cell debris and apoptosis promotes the formation of a necrotic core in atherosclerotic plaques.

By thoroughly assessing the transcriptional landscape of aortic cells from mice administered with different diets, a panorama of the differences between normal and diseased endothelial cells can be looked at with the help of single-cell RNA sequencing. Western diet-mediated changes in immune cells, especially macrophages in the aortic arch, were also a focus in this study.

## 2 Materials and methods

### 2.1 Mice

Our mice strain came from the Nanjing Model Animal Resource Information Platform. Apoe^−/−^ male C57BL/6 mice (16 weeks old) were used to establish control and experimental group. APOE is often produced in monocytes and macrophages (Curtiss et al., 2000) and plays a critical role in blood lipid metabolism (Chen et al., 2017) as ligands for receptors that clear chylomicron and VLDL residue (Meir and Leitersdorf, 2004). So when APOE is knocked out, total cholesterol in plasma increases (Maganto-Garcia, Tarrio, and Lichtman, 2012), and the effect is multiplied especially under a high-fat and high-cholesterol diet. Female mice secrete estrogen, which lowers the content of LDL in plasma and enhances endovascular blood coagulation (Aryan et al., 2020). For the experimental group, to accelerate the progression of atherosclerosis, the mice were fed with high-fat and high-cholesterol food for about 12 weeks after they had been weaned (4 weeks old); this group is referred to as the Western diet (HFD) group for short. (Formula of high fat, high cholesterol diet: 20% sucrose, 15% lard, 1.2% cholesterol, 0.2% sodium cholate, 10% casein, 0.6% calcium hydrogen phosphate, 0.4% stone powder, 0.4% premix and 52.2% basal feed.) Meanwhile, another group of mice, the control group, was administered with a chow diet. Mice were euthanized after 12 weeks of being administered different diets. Animal studies were performed in compliance with ethical guidelines and use of animals, and the experimental protocol was approved by the Shenzhen University Animal Care and Use Committee.

### 2.2 Aorta dissection and single-cell suspension

After being euthanized, mice were locally perfused with cold PBS to remove the peripheral blood remaining in the aorta. The aorta were then harvested and incubated using the enzyme mix in the Lung Dissociated Kit (Cat# 130-095-927, Miltenyi Biotec). The aortic arch was cut into pieces before being immersed with the enzyme mix, and then the reaction was performed at 37°C for 40 min on a rotator. The product was then filtered through a 70 um strainer to remove the extra tissue, and the strainer was washed three times with Dulbecco’s modified Eagle’s medium (DMEM). The cell suspension was centrifuged for 5 min at 500×g, at 25°C. Pour off the supernatants and resuspend cells with DMEM again to obtain the final suspension.

### 2.3 scRNAseq

Single-cell suspension of the two aortas from each group was pooled together as one sample. 

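Single-cell RNA sequencing was performed on 1 library per diet, each from the pooled aortas of 2 Apoe−/− mice of 16 weeks of age after 12 weeks of diet. There were no replicates in either group, so no difference between the ND (control) library and the HFD library was tested, and both values are given instead. The authors deposited a raw UMI count for each of 31053 genes and each barcode from Cell Ranger, without normalization. From these counts, barcodes were filtered with the limits given in the methods, cells were clustered with Seurat, and the UMIs of each gene were summed over the cells of a group. Sums are given as CPM, that is, relative to all UMIs of these cells. Each value is followed by its exact 95% interval in parentheses where one is given, by the Poisson distribution for CPM, by the Clopper-Pearson method for a share of cells and by the conditional binomial distribution for a log2 ratio. These intervals cover counting error only and not the variation between mice. The cells kept held 27137322 UMIs in the ND library and 17191279 in the HFD library. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188 in GENCODE M21 on GRCm38) had 1257 UMIs in the ND cells, or 46.3 (43.8 to 48.95) CPM, and 844 in the HFD cells, or 49.1 (45.8 to 52.5) CPM. The deleted part of the gene is not given in the sources used here, and a 3′ tag outside that part is still counted, so these UMIs check nothing about the genotype. The genome build of the counts is not given in those sources either, and positions come from that annotation. Ddx3y, a gene of the Y chromosome, was at 113 (109 to 117) CPM in ND cells and 105 (101 to 110.4) CPM in HFD cells, with 6 and 3 UMIs of Xist.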

Single-cell RNA sequencing, library construction, and quality control were executed using the illumina-HiSeq3000 platform by Genergy Bio-technology (Shanghai) Co., Ltd. Dying cells with mitochondrial RNA above 30% and cells lacking information with UMI<200 were eliminated during the quality control, and 8,155 dissociated cells, with 5,416 cells from the control group and 2,739 from the HFD one, were filtered out thereafter. 

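Of the barcodes in the counts, 4818 of the ND library and 11486 of the HFD library were removed by the filter. Mitochondrial genes took a median of 27.2% of the UMIs of an ND barcode and 50.8% of an HFD barcode. The limit of 30% left out 4668 ND barcodes (45.6%) and 11364 HFD barcodes (79.9%). Fewer than 200 genes were detected in 2519 and 4271 barcodes, some of them the same barcodes. With both limits and a minimum of 200 UMIs, 5416 ND cells and 2739 HFD cells were kept, 8155 in all. The kept cells held 82.7% of all ND UMIs and 41.6% of all HFD UMIs, and their median mitochondrial share was 16.8% and 21.9%. Of the other limits tried, 10% mitochondrial UMIs moved the numbers most, to 846 ND cells and 112 HFD cells.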

The median reads per cell were 3,955 for the control group and 3,421 for the HFD group, and transcripts detected per cell in the two groups were 1,364 and 1,069 respectively. 

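In the deposited counts, the median UMIs per kept cell were 3732.5 in the ND library, with a range of 640 to 61331, and 5336 in the HFD library, with a range of 1176 to 61381. The median number of genes detected was 1478 in ND cells and 1847 in HFD cells. Over all barcodes, before any filter, the medians were 2112 and 2172 UMIs and 871 and 590 genes. All values in the results use the UMI counts of the kept cells. Because HFD cells were deeper, shares of cells with a UMI of a gene are also given after each cell was thinned at random to 1000 UMIs.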

(Figure 1A).

**FIGURE 1:**
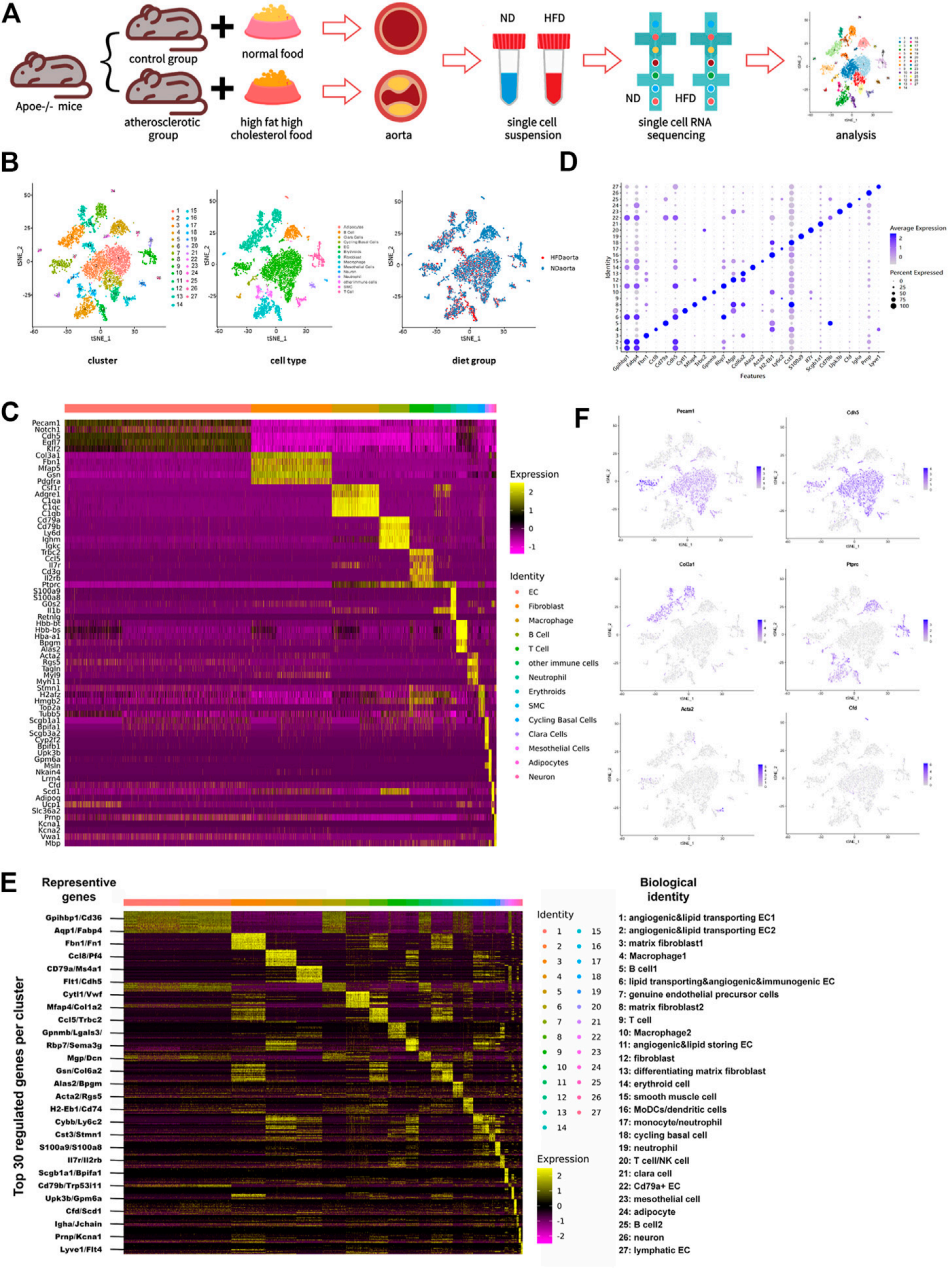
Transcriptome map of aortic cells extracted from both non-diseased and atherosclerotic Apoe^−/−^ mice. **(A)** Schematic diagram of the experimental flow. **(B)** t-Stochastic neighbor embedding (t-SNE) representation of gene expression information in single cells from control (ND) group and Western diet (HFD) group. Colors denote different clusters (left), cell types (middle), and groups (right). **(C)** Heatmap of five representative genes for each aortic cell type. **(D)** Dot plot demonstrates distinct marker of each cluster. Size of dot corresponds to proportion of cells expressing each transcript, and dot color corresponds to expression level of transcript. **(E)** Heatmap showing the top 30 upregulated genes (ordered by decreasing P value) in each cluster, with representative genes selected for biological identification of each cluster marked on the left and biological identification on the right. The color from yellow to purple symbolizes the expression levels from high to low. (Scale: log2 fold change) **(F)** Gene expression patterns projected onto t-SNE plot profile expression of six significant cell markers. Endothelial cell: Pecam1 and Cdh5; Fibroblast: Col3a1; Immune cell: Ptprc; Smooth muscle cell: Acta2; Adipocyte: Cfd.

### 2.4 Data processing and visualization

The Cell Ranger Single-cell Software Suite was used to demultiplex the experimental data; Illumina’s bcl2fastq was wrapped around by using the mkfastq command.

The calculations based on UMI-tools were used to control quality of RNA sequencing. Sample libraries balancing was carried out for the number of estimated reads per cell and then ran on the illumine-HiSeq300.

Based on the 10x Genomics documentation (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cellranger), demultiplexing, alignment filtering, barcode counting, UMI counting, and gene expression estimation were performed by Cell Ranger software on each sample. The LogNormalize algorithm worked in normalization. To compare experimental groups with normalized sequencing-depth and expression data, the IntegrateData (Seurat) was used to aggregate the gene expression estimates from each sample. Seurat (version 3.2.0) and R (version 4.0.0) package were used in downstream analysis. Cells with less than 200 genes were detected, and more than 30% of the mitochondrial gene count were filtered out as low quality or dying cells. Dimension reduction was then performed on normalized and logarithmized data by three stages of analysis, including the selection of variable genes, principal component analysis (nPCs = 50), and t-Distributed Stochastic Neighbor Embedding (t-SNE) with RunTSNE:dims = 1–30. Then the cell clustering was performed using the original Louvain algorithm (resolution = 0.9). We used the FindAllMarkers function to perform Wilcoxon rank-sum test based on the normalized data to identify gene markers in each cluster.

The Seurat package FindAllMarkers was used to analyze the differentially expressed genes (DEGs) between the two groups. The cowplot (version 1.1.1) and ggplot2 (version 3.3.5) were used for graphing. Sorting of endothelial cells were then performed with canonical markers Pecam1 and Cdh5 based on the estimated amount of EC in the total sample with resolution 0.4.

### 2.5 Serum collection

The mice to be sampled were individually isolated and kept in fasting conditions for 6 h, blood was collected below the jaw and stored in tubes without endotoxin. The samples were kept at 37°C for 1, 2 h to solidify the blood; blood was then left to clot overnight at 4°C. Afterwards, the serum was naturally precipitated, and centrifugation was performed for 10 min at 3,000 r/min at 4°C. Samples should be stored at −80°C if not used immediately.

### 2.6 Detection of CHO and TG in serum

The concentration of cholesterol and triglyceride were tested in serum with the Cholesterol Kit (CHOD-PAP Method) (Cat# 020080, Biosino) and Triglyceride Kit (GPO-PAP Method) (Cat# F001-2, Biosino). Prepare work solution. Mix work solution and cholesterol/triglyceride calibrator in different ratio to prepare cholesterol/triglyceride with different step concentrations. Mix work solution and sample in 100:1. The measured the concentration of cholesterol/triglyceride in serum using spectrophotometric method.

### 2.7 Statistical analysis

The statistical data of differentially expressed genes (DEGs) were calculated by Wilcoxon rank-sum test algorithm, and the threshold value of *p*-value was 0.05. The error bars in the bar graph represent standard error of mean (SEM). Two-tailed unpaired *t*-test and two-tailed Mann-Whitney test were used for statistical analysis unless stated otherwise. Statistical analysis was performed using GraphPad Prism version 8.0.2 or R version 3.2.0.

### 2.8 Single-cell suspension and flow cytometry

To prepare aortic cell suspension, fresh descending aorta and aortic root fragments, harvested from Apoe−/− male C57BL/6 mice (18 weeks old) fed with a Western diet and normal diet, three in each group, were incubated by an enzyme mix with 0.2 mg/mL Liberase (Roche, 5,401,054,001) and 2 U/mL Elastase (Sigma-Aldrich, E1250), with HBSS as the solvent. Digestion was done by rotating at 37°C in an oven for an hour. The product was filtered through the 35 um strainer and washed with HBSS. Cells were collected by centrifugation at room temperature, 500 xg for 5 min. The supernatant was discarded and the cells resuspended with staining buffer (3% BSA and 1%NaN in PBS).

Each group of cell suspension mentioned above was divided into four parts for incubation with the following four antibodies.

**Table:** 

Antibody	Preconjugated	Supplier	Cat No	Dilution
Anti-Vcam1	to FITC	abcam	ab33858	1:200
Anti-Cd36	to APC	abcam	ab82405	1:200
Anti-Pecam1	to FITC	ThermoFisher	11–0,311–82	1:200
Anti-Cdh5	to APC	ThermoFisher	11–0,311–82	1:200

Incubation was performed for 1 h at 4°C in darkness. Separate isotype controls for each antibody were also prepared. Secondary antibodies labeled with fluorescent dye were diluted with 3% BSA and used to resuspend cells at room temperature for 30 min in darkness.

Cells were washed with PBS by centrifugation at 400 *g* for 5 min twice. Finally, cells were resuspended with cold staining buffer (3% BSA and 1%NaN in PBS), the cell number was counted, and flow cytometry was performed. Cells were sorted by flow cytometry (CytoFLEX, Beckman Coulter) and analyzed with flow cytometer (CytoFLEX, Beckman Coulter) (version 2.0).

## 3 Results

### 3.1 Cell map of whole aortic arch

Whole-cell map of the aorta arch mapped by single-cell sequencing techniques has often been mentioned in the previous studies (Kalluri et al., 2019; Zhao et al., 2021). This study provides a more comprehensive map of the transcriptional information of all aortic cells. Cells from control and HFD group were pooled together and distinguished into 27 cell clusters corresponding to 10 different cell types through unsupervised clustering done using Seurat and then were visualized by the dimension reduction *via* t-stochastic neighbor embedding (Figure 1B). 

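The 8155 kept cells formed 26 clusters at a resolution of 0.9, after log-normalization, selection of 2000 variable genes in each library and integration of both libraries over 30 dimensions. A cluster was named after the class whose marker genes were most frequent among its 10 leading genes, the genes with the largest ratio of CPM over all other cells, and is called endothelial-like, fibroblast-like and so on. For the endothelial and macrophage classes alone, gene lists of their subsets also counted as markers here, which favours these classes. The marker lists were fixed in advance, while the rule that ranks them was written after the clusters had been seen. By this rule, 4 clusters were endothelial-like, 5 fibroblast-like, 2 T-like and 2 macrophage-like, and each other class had 1 cluster. In the endothelial-like and macrophage-like clusters, every marker of their class among the leading genes came from a subset list. Cluster sizes ran from 33 cells, led by Tbx20, to 1065 cells, led by Aqp1. The HFD share of a cluster ranged from 0% in the cluster led by Scgb1a1 to 80.6% in that led by Hbb-bt.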

To define the identity of each cell cluster, we performed differential expression analysis between each cluster and assigned a specific identity to each cluster based on the established lineage-specific marker genes (Figure 1C). Some of these marker genes may were only evenly and slightly upregulated or just topically upregulated in certain clusters (Figure 1D), but this could not exclude the role of these marker genes in identifying cell clusters. (Kalluri et al., 2019).

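Endothelial-like and lymphatic endothelial-like clusters held 3400 of the kept cells, or 41.7%, and no other class had more. This was 43.8% (42.5% to 45.2%) of the ND cells and 37.5% (35.6% to 39.3%) of the HFD cells. The limit of 10% mitochondrial UMIs moved these shares most, to 48.1% and 41.1%. The naming rule kept the cluster led by Hbb-bt out of this class, 0.905% (0.670% to 1.19%) of ND cells and 7.45% (6.49% to 8.50%) of HFD cells, although 75.9% of its cells had UMIs of both Pecam1 and Cdh5. It also kept out the cluster led by Myh11, 1.99% (1.64% to 2.40%) of ND cells and 3.69% (3.01% to 4.46%) of HFD cells, of which 69.9% had UMIs of both genes.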

The largest population of cells in this study is endothelial cells, accounting for 43.2% (Supplementary Figure 1A). Under such high-resolution sequencing, seven endothelial cell clusters were distinguished despite the similarity of partial expression profiles among the clusters. 

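Immune-like cells were found in 9 clusters with 2469 cells, or 30.3% of the kept cells, next in size to the endothelial-like class. They made up 29.8% (28.6% to 31.04%) of the ND cells and 31.2% (29.5% to 32.99%) of the HFD cells. At the limit of 10% mitochondrial UMIs the shares moved apart, to 19.03% and 33.04%. Within the class, the cluster led by Cd79a held 523 ND cells and 17 HFD cells, and the macrophage-like clusters 339 and 465. In the Jchain-led cluster of 101 cells, 61.4% were double-positive, and 46.5% (36.5% to 56.7%) were among the 6% of cells with the highest doublet scores of their library.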

Different types of immune cells were distributed in nine clusters unevenly and account for 28.8%, the second largest population.

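Fibroblast-like clusters held 1532 cells, or 18.8% of the kept cells, with 19.4% (18.3% to 20.5%) of the ND cells and 17.6% (16.2% to 19.1%) of the HFD cells. The limit of 10% mitochondrial UMIs gave 22.1% and 14.3%. In fibroblast-like cells of the ND library, Col3a1 was at 4370.2 CPM, Fbn1 at 1114, Mfap5 at 1770.1, Gsn at 14567 and Pdgfra at 354. In the HFD library, these genes were at 3955, 1215, 1367, 9811 and 373 CPM. Over all ND cells they were at 768, 199, 314, 2564 and 63.4 CPM. Genes of this kind helped to form and name the clusters, so their levels describe the clusters and do not test them.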

Occupying a proportion of 18.7%, fibroblasts identified by particularly positive expression of genes encoding fibronectin (like Col3a1, Fbn1, Mfap5, Gsn, and Pdgfra) were divided into four clusters. Traditional matrix fibroblasts in cluster three and eight were characterized by notable expression of Fn1 and Mfap4 respectively. Enhanced expression of Mgp and Dcn indicates that fibroblasts in cluster 12 were involved in composition of ECM and collagen, while differentiating matrix fibroblasts in cluster 13 were featured with high expression of Gsn and Col6a2, two genes involved in ECM processing. Except fibroblasts in cluster 12, which exist exclusively in the control group, all other fibroblast subsets exist in both groups.

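The 5 fibroblast-like clusters held cells of both libraries. The cluster led by Pi16 had 404 ND cells and 280 HFD cells, that led by Mfap4 273 and 68, that led by Inmt 261 and 37, and that led by Cxcl14 80 and 96. The smallest, led by Tbx20, had 32 ND cells and 1 HFD cell, so it is almost a cluster of the ND library alone. Fn1 was at 3595 CPM in the ND cells of the cluster led by Pi16 and 4052 CPM in its HFD cells, but at 168 and 5789.8 CPM in the cluster led by Mfap4. Mfap4 was at 2378 and 549 CPM in the latter. Integration joined ND and HFD cells that differ in these genes, so the sizes of the clusters may depend on it, which was not tested. The share of all fibroblast-like cells stayed within its interval without integration, at 19.4% in the ND and 17.3% in the HFD library. Mgp was highest in the ND cells led by Inmt, at 10538 CPM, and Gsn and Col6a2 were highest in those led by Cxcl14, at 28867 and 1217 CPM.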

Smooth muscle cells are always defined by their usual marker Acta2. This population also showed a rise of Tagln, Rgs5, Myh9, and Myl11. 

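The smooth muscle-like cluster, led by Myh11, held 209 cells. Acta2 was at 4341 (4187 to 4499.7) CPM in its ND cells and 1157 (1078 to 1239) CPM in its HFD cells. Tagln was at 2804 (2681 to 2932) and 927 (857 to 1002) CPM, and Rgs5 at 3271 (3138 to 3409) and 2834 (2710.2 to 2962) CPM. Over all cells these genes were at 153 and 131, 106 and 118, and 142 and 203 CPM in ND and HFD cells. Myh9 was at 457 and 505 CPM in smooth muscle-like cells, against 561 and 393 CPM in double-positive cells of the endothelial-like clusters. No gene is listed under the symbol Myl11 in the counts.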

Other cell types include erythroid cell (Hbb-bt, Hbb-bs, Hba-a1, Bpgm, and Alas2), cycling basal cells (Stmn1, H2afz, Hmgb2, Top2a, and Tubb5), clara cells (Scgb1a1, Bpifa1, Scgb3a2, Cyp2f2, and Bpifb1), mesothelial cells (Upk3b, Gpm6a, Msln, Nkain4, and Lrrn4), adipocytes (Cfd, Scd1, Adipoq, Ucp1, and Slc36a2), and neurons (Prnp, Kcna1, Kcna2, Vwa1, and Mbp). Among these, cycling basal cells, clara cells, mesothelial cells, and adipocytes have not been identified in similar studies (Figures 1C–F; Supplementary Figures 1A–C).

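The cluster led by Scgb1a1 held 74 ND cells and none of the 2739 HFD cells (exact interval up to 0.135%). Scgb1a1 UMIs were also found in other ND cells, in 42.4% of endothelial-like cells with a median of 3517 UMIs and in 41.5% of T-like cells with a median of 2640 UMIs. After thinning, with 14 and 2 cells left out, the shares were 14.9% and 18.7%. The mesothelial-like cluster held 27 ND cells and 27 HFD cells, the adipocyte-like cluster 38 and 12, and the cycling cluster 46 and 25. A cluster of 36 ND cells and 7 HFD cells held the genes named for neurons, with Prnp at 3449 CPM, Kcna1 at 1065, Kcna2 at 883, Vwa1 at 903 and Mbp at 3997 in ND cells. In the same cells, the neuronal genes Snap25, Stmn2 and Rbfox3 had no UMI.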

### 3.2 Single-cell profile helps determine functionally distinct endothelial cell populations

Sorting of specific types of cells was performed based on single-cell gene profile and dependent on identity genes or specific conditions. 

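Cells with at least 1 UMI of Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) and at least 1 UMI of Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) were called double-positive. They numbered 2405 in the ND library and 1447 in the HFD library, or 44.4% (43.1% to 45.7%) and 52.8% (50.9% to 54.7%) of the kept cells. After thinning, with 63 ND cells and no HFD cell left out, the shares were 21.2% and 24.4%, which moved them most. A minimum of 2 UMIs of each gene left 1860 and 1266 cells. Among endothelial-like cells, 87.3% were double-positive in the ND library and 97.3% in the HFD library. After thinning, with 14 ND cells left out, these shares were 44.0% and 49.1%. As background, the gate also took 2.10% of ND B-like cells with a median of 3395 UMIs, and 4.48% of ND and 10.2% of HFD fibroblast-like cells, with medians of 3874.5 and 4518.5 UMIs. Of the 17 HFD B-like cells it took 17.6% (3.80% to 43.4%). Macrophage-like cells passed the gate in 4.42% of ND and 9.03% of HFD cells, with medians of 4421 and 6182 UMIs. The macrophage-like shares were 1.19% and 2.37% after thinning, with 2 ND cells left out. Thinned, with 38 ND cells left out, the fibroblast-like shares were 1.09% and 2.70%. The median depth of endothelial-like cells was 3517 and 5333.5 UMIs.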

2,785 cells with positive expression of endothelial canonical markers Pecam1 and Cdh5 were selected as endothelial cell lines from the total cell repository, with 1786 from the control group and 999 from the HFD group. These cells were divided into ten subpopulations with specific identification (Figures 2A, B; Supplementary Figure 2A).

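Reclustering of the 3852 double-positive cells at a resolution of 0.4 gave 14 subclusters, each called by its leading gene. Those led by Aqp1 (987 cells), Cxcl9 (928), Eps8l2 (600) and Cytl1 (314) were closest to the endothelial marker list with its subset lists, and that led by Ccl21a (34) to the lymphatic endothelial list. Markers of other classes led the subclusters of Lyz2 (macrophage, 222 cells), Hbb-bt (erythroid, 178), Notch3 (smooth muscle, 142), Gsn (fibroblast, 129), Trbc2 (T cell, 85), Cd79a (B cell, 81), Nppa (cardiomyocyte, 42) and Cfd (adipocyte, 17). A subcluster of 93 cells was led by Scgb1a1, whose UMIs were spread over ND cells of other classes, and was closest to the fibroblast list.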

**FIGURE 2:**
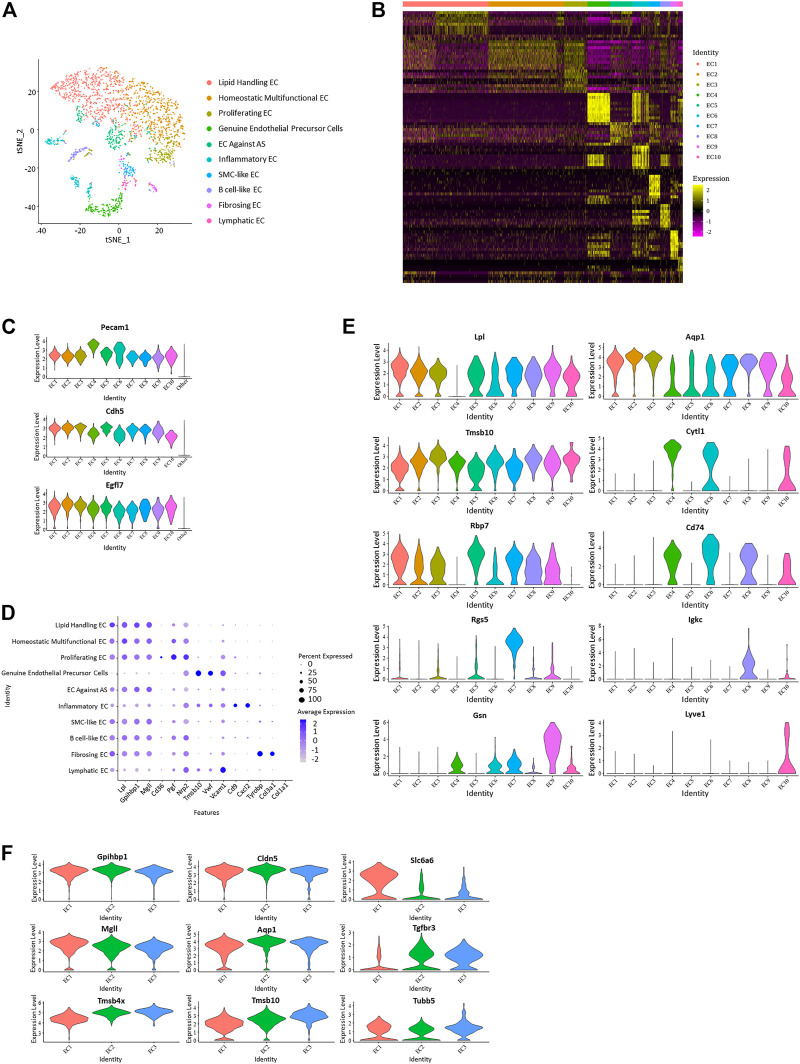
Differentiation of ten distinct vascular endothelial subpopulations. **(A)** t-Stochastic neighbor embedding representation of potential aortic endothelial cells extracted from total cell repertoire and separate them into 10 clusters. **(B)** Heatmap identifying top 10 upregulated genes of each endothelial subpopulation. **(C)** Violin plots of log-transformed gene expression of canonical endothelial markers distinguish these ten endothelial subpopulations from all other aortic cells. **(D)** Dot plot of functional markers showing the characteristics of each subpopulation. (Lipid handling: Lpl, Gpihbp1, Mgll, Cd36; Angiogenesis: Pgf, Nrp2, Tmsb10; Adhesion factor: Vwf, Vcam1, Cd9; Inflammation: Cxcl2, Tyrobp; Collagen forming: Col3a1, Col1a1) **(E)** Violin plots of log-transformed gene expression of selected markers demonstrating heterogeneity in each cluster. Violin plot y-axis demonstrates normalized transcript expression values. **(F)** Expression pattern of selected genes in endothelial subpopulation 1–3 showed heterogeneity and homogeneity between the three clusters. (Common: Gpihbp1, Cdh5; EC1 higher: Mgll, Slc6a6; EC2 higher: Aqp1; EC3 higher: Tgfbr3, Tmsb4x, Tmsb10, Tubb5).

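In double-positive cells of the endothelial-like clusters, Nos3 was at 136 (129 to 143) CPM in the ND library and 166 (156 to 177) CPM in the HFD library. Cells outside these clusters had 15.9 and 26.3 CPM. For Ptprb the values were 1209.6 and 894 CPM inside and 140.4 and 156 CPM outside, for Notch1 329 and 291 inside and 74.1 and 88.2 outside, and for Egfl7 1269.6 and 1052 inside and 158 and 210.3 outside. Cells outside include the clusters led by Hbb-bt, Myh11 and Jchain, in which most cells were double-positive.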

Positive expression of EC canonical markers Nos3 (Knowles et al., 2000), Ptprb, and Notch1 in these selected cells distinguish them from other vascular cells and support the lineage assignment as ECs. Genes encoding proteins worked in endothelial adhesion and angiogenesis, such as Pecam1 (Sauteur et al., 2014; Lim et al., 2019), Cdh5, and Egfl7 (Charpentier et al., 2013; Usuba et al., 2019), which also showed enrichment in these cells (Figure 2C; Supplementary Figure 2B). Genes with average log-fold enrichment >2 and *p*-value <0.01 are the first choice to be used in distinguishing between individual endothelial cell subpopulations.

Expression of different functional genes demonstrates the functional multiplicity of these endothelial cells. 

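Levels of Gpihbp1, Mgll and Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) were lower in the subclusters led by Cytl1, Lyz2 and Ccl21a than in most others. In the ND library, Gpihbp1 was at 62.98, 459.6 and 323 CPM in these, against 287 to 2839 CPM over the other 11 subclusters. Mgll was at 65.2, 199 and 269 CPM against 272 to 1088 CPM, and Cd36 at 122, 842 and 300.4 CPM against 832 to 4296 CPM. The lowest of the 11 for all 3 genes was the subcluster led by Scgb1a1, which was exceeded by the Lyz2-led subcluster for Gpihbp1 and Cd36 and by the Ccl21a-led subcluster for Gpihbp1. In the HFD library, Gpihbp1 was at 39.1, 702 and 136 CPM against 490.4 to 2849, Mgll at 41.00, 543 and 102 against 724 to 1890.3, and Cd36 at 76.3, 2011 and 34.1 against 2501 to 6225 CPM, with more Gpihbp1 in Lyz2-led than in Scgb1a1-led and Cfd-led cells. Lpl was at 224 and 1024 CPM in the ND and HFD cells led by Lyz2 and at 202 and 170.5 CPM in those led by Ccl21a, the latter from 6 HFD cells.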

Markers that have a role in the transporting and metabolism of lipids Lpl (Lutz et al., 2001), Gpihbp1 (Allan et al., 2017), Mgll (Nomura et al., 2010), and Cd36 (Jabs et al., 2018; Gerbod-Giannone et al., 2019) were upregulated in almost all clusters except EC 4, 6, and 10. Cells in EC 4 and 10 worked in cell adhesion (Vwf and Vcam1), while cells in EC six were inflammatory (Cxcl2 and Tyrobp). 

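Vwf was at 1509.8 (1453 to 1568) CPM in the ND cells and 1567 (1492 to 1644) CPM in the HFD cells of the Cytl1-led subcluster. In the Ccl21a-led subcluster it was at 170.3 (121 to 234) and 579.7 (338 to 928) CPM. Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) was at 1157 (1107 to 1208) and 953 (895 to 1014) CPM in Cytl1-led cells, but had 4 UMIs in the ND cells and none in the HFD cells led by Ccl21a. In the Lyz2-led subcluster, Cxcl2 was at 2119 and 1780.2 CPM and Tyrobp at 732 and 1185 CPM, against 106 and 109.7 and 18.2 and 26.7 CPM in Cytl1-led cells. Of the Lyz2-led cells, 48.2% (41.5% to 54.98%) were among the 6% of cells with the highest doublet scores of their library.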

Of note, the gene uniquely expressed in endothelial colony-forming cells, Cytl1, showed a particular rise in EC 4, suggesting it is a genuine endothelial precursor cell; because endothelial colony-forming cells was thought to be a late endothelial precursor cell with a strong angiogenic function distinct from classical endothelial cells (d’Audigier et al., 2018). This type of endothelial cell has not been mentioned in similar studies. It uniquely performed an undetectable expression of Lpl and presented a higher expression of Nos3. 

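Cytl1 (ENSMUSG00000062329, chromosome 5, 37735519 to 37739820) was at 5774 (5662 to 5887) CPM in ND cells and 3181 (3074 to 3291) CPM in HFD cells of the subcluster it led. Its next levels were 2134 and 717 CPM in the Lyz2-led subcluster and 1455 and 267 CPM in the Scgb1a1-led subcluster. In the largest subclusters, led by Aqp1, Cxcl9 and Eps8l2, it was at 3.04, 2.07 and 2.45 CPM in ND cells. Among endothelial-like cells, 14.5% of ND and 14.05% of HFD cells had a Cytl1 UMI, and 13.1% and 10.7% after thinning, with 14 ND cells left out. Background in macrophage-like cells, with medians of 4421 and 6182 UMIs, was 3.54% and 1.29%, and 0.297% and 0.430% after thinning with 2 ND cells left out. Fibroblast-like cells, with medians of 3874 and 4518 UMIs, had a Cytl1 UMI in 6.10% and 1.24%, and in 2.87% and 0.622% after thinning with 38 ND cells left out. From the rise of Cytl1, which it describes as a gene of endothelial colony-forming cells, the paper proposes that the cells of this subpopulation are genuine endothelial precursor cells. Whether they are precursor cells was not tested here. Besides Cytl1, the leading genes of the Cytl1-led subcluster included Sfrp1, Eln, Clu, Gja5, Bgn and Bmp4.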

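Lpl had 51 UMIs in the ND cells and 44 in the HFD cells of the Cytl1-led subcluster, or 28.9 (21.5 to 38.05) and 41.95 (30.5 to 56.3) CPM. Over the other 13 subclusters it ranged from 202 to 4034 CPM in the ND library and from 170.5 to 3567 CPM in the HFD library. Background in B-like cells was 15.3 CPM in the ND library and 267 CPM in the HFD library, the latter from 17 cells. Nos3 was at 258 (234 to 282) CPM in ND cells and 328 (294 to 365) CPM in HFD cells led by Cytl1, and at 43.2 to 225 and 41.00 to 205 CPM over the others.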

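Lyve1 was highest in the Ccl21a-led subcluster, at 1484 (1328 to 1653) CPM in 28 ND cells and 614 (364 to 970.0) CPM in 6 HFD cells. It was also counted in the Cytl1-led subcluster, at 66.4 and 12.4 CPM, the Lyz2-led subcluster, at 57.6 and 61.03 CPM, and the Scgb1a1-led subcluster, at 42.97 and 44.6 CPM. In each of the remaining 10 subclusters it was below 10 CPM in both libraries.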

Lyvel, a validated lymphatic endothelial cell marker that plays a role in lymphatic reactions such as leukocyte trafficking and helping to clear acute inflammatory response after myocardial infarction (Okuda et al., 2012; Vieira et al., 2018; Jackson, 2019), showed an exclusive positive expression in EC 10.

In addition to the transportation or metabolism of lipids, other endothelial subpopulations also present with different characteristics. Genes related to angiogenesis and cell proliferation, such as Pgf, Nrp2, and Tmsb10, have higher expression levels in EC 3. 

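Of the subclusters led by Aqp1, Cxcl9 and Eps8l2, the largest of the map, that led by Cxcl9 had the most of all 3 genes in both libraries. Pgf was at 11.2, 65.7 and 2.45 CPM in their ND cells and 21.6, 60.02 and 12.3 CPM in their HFD cells. Nrp2 was at 330.0, 415 and 187 CPM and 150.0, 232 and 118 CPM, and Tmsb10 at 1158, 1833 and 624 CPM and 638, 1010.2 and 569.6 CPM. Pgf was at 102 CPM in the ND cells of the mixed subcluster led by Trbc2 and 76.2 CPM in those led by Ccl21a, above the Cxcl9-led subcluster.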

In VECs, PPARγ plays a protective role by increasing nitric oxide bioavailability and preventing oxidative stress. 

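Rbp7 was at 2224 (2152 to 2298) CPM in the ND cells and 2362 (2274 to 2454) CPM in the HFD cells of the subcluster led by Eps8l2. Over the other 13 subclusters it ranged from 12.5 to 576 CPM in the ND library and from 17.2 to 1236 CPM in the HFD library, with the lowest levels in the Cytl1-led subcluster.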

As a PPARγ target gene, RBP7 (Hu et al., 2017; Fang and Sigmund, 2020) is enriched in VECs and upregulated in EC5 in this study, which suggests it as EC against AS. 

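In the subcluster led by Notch3, Myl9 was at 573 (504 to 647) CPM in ND cells and 303 (261 to 349) CPM in HFD cells. The highest levels elsewhere were 23.9 and 68.2 CPM. Smooth muscle-like cells had 1543 and 478 CPM. Rgs5 was at 3981 (3798 to 4171) and 2749.9 (2621 to 2884) CPM in the Notch3-led subcluster and at most 1074 and 262 CPM in another. Of its cells, 6.34% (2.94% to 11.7%) were among the 6% with the highest doublet scores.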

Smooth muscle cell marker Myl9 exhibited a high expression in SMC-like EC in EC 7. Rgs5, which is involved in the induction of endothelial apoptosis (Lovschall et al., 2007), also performed significant upregulation in EC 7. 

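Cd79a was at 706 (638 to 779.6) CPM in ND cells and 439 (316 to 593) CPM in HFD cells of the double-positive subcluster it led. In the same subcluster, Igkc was at 9290.4 and 919 CPM and Ighm at 4220.5 and 543 CPM. Both were also counted in the ND cells led by Trbc2, at 5215 and 3366 CPM, and led by Scgb1a1, at 1067 and 426 CPM. Of the Cd79a-led cells, 59.3% (47.8% to 70.1%) were among the 6% with the highest doublet scores.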

Encoding proteins involved in B cell proliferation, Igkc, Ighm, and Cd79a (Kedmi et al., 2011), present a specific rise in EC eight and are identified as B cell-like EC. Fibrosing EC was identified with greatly increased Gsn, Dcn, and genes that play a role in collagen forming (Col1a2, Col3a1, Col1a1) (Figures 2B, D, E; Supplementary Figure 2C).

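In the subcluster led by Gsn, Gsn was at 7981 (7725 to 8244) CPM in ND cells and 5921 (5701 to 6148) CPM in HFD cells, and Dcn at 4058 (3876 to 4246) and 3477 (3309 to 3652) CPM. Col1a2 was at 1917 and 1864 CPM, Col3a1 at 1793 and 2139.8 CPM and Col1a1 at 927 and 709 CPM. In the other 13 subclusters, the collagen genes reached at most 238 CPM in ND cells and 185 CPM in HFD cells, both for Col3a1. Among the Gsn-led cells, 39.5% (31.04% to 48.5%) had one of the 6% highest doublet scores of their library.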

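Cd36 and Vcam1 were compared across double-positive cells with Spearman's rho after thinning of each cell to 1000 UMIs, as a description of the cells of 1 library at a time. The values were -0.35 over 2401 ND cells and -0.31 over 1447 HFD cells. Among Cytl1-negative cells only, the change that moved rho most, it was -0.025 and -0.093. Across subclusters, rho of the CPM values was -0.81 over 14 in the ND library and -0.64 over the 12 with at least 10 cells in the HFD library. In all, 57 relations of this pair and of Pecam1 with Cdh5 were computed, and neither cells nor subclusters are independent replicates.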

Among different gene markers, there exists a notable negative correlation between Cd36 and Vcam1. All endothelial subpopulations, except EC 4, 6, and 10, expressed higher Cd36 and have a reduced expression of Vcam1, while the three excluded subpopulations showed inverse expression. Interestingly, Pecam1 and Cdh5 also performed similar negative correlation in these endothelial cells.

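For Pecam1 and Cdh5, rho over the same thinned double-positive cells was -0.064 in the ND library and -0.016 in the HFD library. Without thinning, rho was above 0 in both, at 0.45 and 0.40, where the depth of a cell enters the counts of both genes. Among Cytl1-negative cells, thinned, it was also above 0, at 0.032 and 0.052. Over the cells of the endothelial-like clusters, rho was -0.11 over 2360 ND cells and -0.14 over 1026 HFD cells. These cells were not gated on Pecam1 and Cdh5, but both genes are among the markers used to name the clusters. Across subclusters, rho was -0.13 in the ND library and 0.098 in the HFD library.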

From previous analysis, EC 1–3 were found to lack genes with log-fold enrichment >1, indicating that these clusters lack significant features. However, by further analysis, we observed that the genes involved in cell proliferation and angiogenesis presented progressively elevated expression levels from EC1 to EC3, suggesting that they may be continuous phenotypic gradients rather than conventionally different subpopulations (Figure 2F). 

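In the integrated map, the subclusters led by Aqp1 and Cxcl9 were closest to the capillary lipid genes the paper names and that led by Eps8l2 to its EC5 genes, and none of these, the largest 3, was closest to the genes of EC1 or EC3. In ND cells, Tmsb4x was at 14522, 16559 and 13121 CPM, Tubb5 at 179, 229.7 and 165 CPM and Tgfbr3 at 247, 244 and 127 CPM. In HFD cells, Tmsb4x was at 7678, 8546 and 8856 CPM, Tubb5 at 326, 388 and 427 CPM and Tgfbr3 at 59.5, 57.6 and 57.3 CPM. Within each of the 3 subclusters, Tmsb4x and Tgfbr3 were lower and Tubb5 was higher in HFD cells. Slc6a6 (ENSMUSG00000030096, chromosome 6, 91684053 to 91759066) was at 77.05, 87.6 and 415 CPM in ND cells and 1179, 1276 and 1749 CPM in HFD cells.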

Analysis focused on the top 30 upregulated genes of endothelial subpopulations 1–3 further revealed that the expression profiles of some cells in cluster EC1 overlap with those of EC2, while almost all of the cells in cluster EC3 have the expression features of EC2 (Supplementary Figure 2D).

### 3.3 Comparison of transcriptional map between endothelial cells from two groups reveals diet-dependent genetic variance

Various endothelial subpopulations were distributed differently in the control group *versus* the HFD group. 

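Of the double-positive cells, the Aqp1-led subcluster held 28.2% (26.4% to 30.1%) of ND cells and 21.3% (19.2% to 23.5%) of HFD cells. The Cxcl9-led subcluster held 26.1% (24.3% to 27.9%) and 20.8% (18.7% to 22.99%), the Eps8l2-led 16.4% (14.96% to 17.97%) and 14.2% (12.4% to 16.1%), and the Cytl1-led 8.69% (7.59% to 9.89%) and 7.26% (5.97% to 8.72%). The Cytl1-led share moved most at the limit of 10% mitochondrial UMIs, to 17.3% and 23.6%. The Lyz2-led subcluster held 3.74% (3.02% to 4.58%) and 9.12% (7.69% to 10.7%), the Notch3-led 2.37% (1.80% to 3.06%) and 5.87% (4.72% to 7.21%), and the Hbb-bt-led 1.33% (0.912% to 1.87%) and 10.1% (8.59% to 11.8%). Shares of the Cd79a-led and Scgb1a1-led subclusters were 2.83% (2.20% to 3.57%) and 0.898% (0.479% to 1.53%), and 3.08% (2.42% to 3.85%) and 1.31% (0.792% to 2.04%). Slc6a6 and other genes differed between the libraries within the largest subclusters, so these shares rest on the integration as well as on the cells. Each value comes from 1 pool of cells, and the spread between mice is not known.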

In total, the cells that exist preferentially in the HFD group indicated biological processes related with the development of mainly atherosclerosis. These subpopulations role in lipid clearance, utilization and storage, and exhibit property to against atherosclerosis but they also maintain role in inflammation and endothelial cell apoptosis. In contrast, those endothelial cells distributed mainly in the control group were involved in cell proliferating. Subpopulations EC1-3, which are assumed to have a developmental relationship, showed a distinct distribution between the two groups. 

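Without integration of the libraries, the double-positive cells also formed 14 subclusters, but the largest were mostly of 1 library. The subcluster led by Cxcl9 held 810 ND cells and 56 HFD cells, and that led by Slc28a2 812 and 19. The subcluster led by Cdkn1c held 8 ND cells and 662 HFD cells and was closest to the genes named for EC1, Slc6a6 among them. Subclusters with at least 90% of their cells from 1 library held 67.4% of the ND and 45.7% of the HFD double-positive cells, against none with integration, a measure chosen after both maps had been seen. Those led by Cytl1, 230 ND and 109 HFD cells, and by Eps8l2, 109 and 100, held cells of both. With 1 library per diet, a subcluster of 1 library can stem from the library as well as from the diet.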

EC1 has a biased distribution in the HFD group, while the other two were dominated by cells from the control group (Figures 3A, B).

**FIGURE 3:**
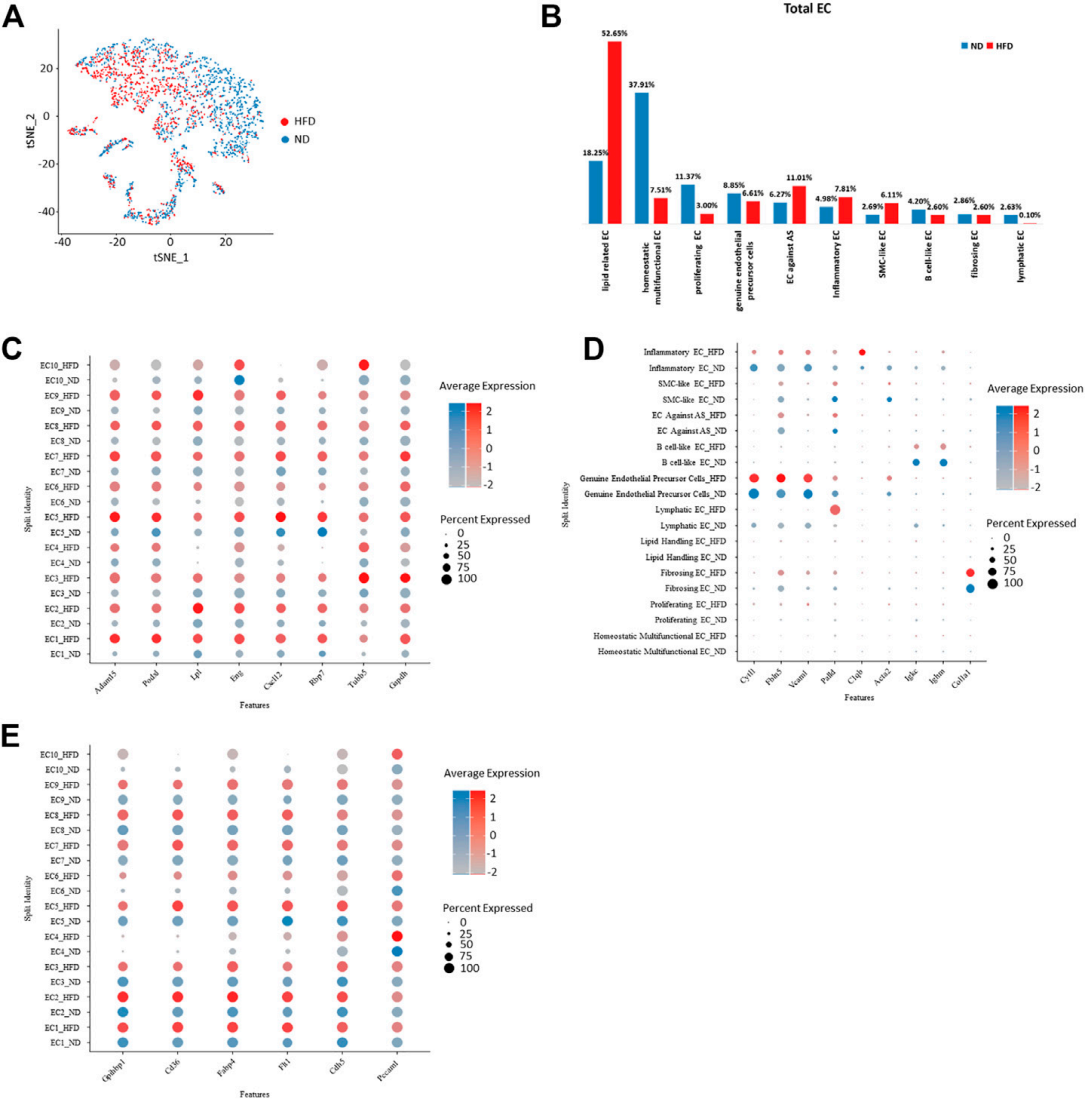
Homogeneity and heterogeneity between vascular endothelial cell of two origins uncover cellular variation respond to diet alteration. **(A)** t-Stochastic neighbor embedding representation of potential aortic endothelial cells extracted from total cell repertoire showing cellular origin in different colors. **(B)** Percentage of each endothelial population within total endothelial cells. Left: control (ND) group; Right: Western diet (HFD) group. **(C–E)** Transcriptional profiling of endothelial cells in ND *versus* HFD group notes diet-dependent genes with transcriptional upregulation in all HFD clusters. EC indicates endothelial cells **(C)** or diet dependent genes that are cluster specific **(D)** and conserved genes under regulation of diet. **(E)**.

The transcriptional profiles of endothelial cells in the two experimental groups can help to reveal which biological processes are regulated by diet. In addition, the biological processes not influenced by diet were listed. We have summarized all endothelial cell markers that were used in recent single-cell studies of atherosclerosis (Table 1) as a reference.

**TABLE 1:** Endothelial markers inferred in previous studies.

Gene name	Significance
HHcy	Involved in potentiates atherosclerosis mainly through endothelial injury and inflammatory activation Ma et al. (2022)
Mgp	Promoted ECs proliferation, migration, and tube formation Ni et al. (2022); ECM gene upregulated in HFD group, EndMT + EC and pro-inflammatory EC Zhao et al. (2021)
Nectin	Biasedly expressed in early stage of carotid atherosclerosis S. Li et al. (2021)
Egr1	Most enriched in regulatory regions in human vein and artery endothelial cells and has been predicted to act as a significant regulator of ECs under oscillatory shear stress S. Li et al. (2021), involved in cellular growth and development Huang et al. (2021)
Klf2	Significant regulator of anti-inflammatory response and maintenance of vascular integrity S. Li et al. (2021); Shear-sensitive gene F. Li et al. (2021); biasedly expressed in EndMT− ECs Zhao et al. (2021)
Klf4	Significant regulator of anti-inflammatory response and maintenance of vascular integrity S. Li et al. (2021); biasedly expressed in EndMT− ECs Zhao et al. (2021)
Gja4, Gja5, Arli5, Cd58	Expressed in EC related to coagulation cascade, viral myocarditis, and type I diabetes mellitus S. Li et al. (2021)
Sphk1	Involved in endothelial permeability S. Li et al. (2021)
Igfbp4, Plvap, Aqp1, Myc	Expressed in EC, mainly involved in ribosome-associated pathways, fluid shear stress in atherosclerosis, cancer proteoglycan, and leukocyte trans-endothelial migration S. Li et al. (2021)
Klk10	Unique EC marker (Williams et al., 2022) inhibits endothelial inflammation, endothelial barrier dysfunction, and reduces endothelial migration and tube formation (F. Li et al., 2021)
Vcam1	Inflammatory related marker Quiles-Jiménez et al. (2021) expressed in EC located in the lesser curvature of the aorta F. Li et al. (2021) and EndMT + cells Zhao et al. (2021). Expressed by activated endothelium, facilitates adhesion and transmigration of leukocytes, such as monocytes and T cells Depuydt et al. (2020)
VLDLR	Involved in uptake of lipoproteins, promoting foam cell formation under conditions of increased native or oxidized lipoproteins Liu et al. (2021)
Cd36	Receptor for oxidized low-density lipoprotein gene for lipid metabolism, biasedly expressed in lipid-handling EC F. Li et al. (2021); Zhao et al. (2021) (ref2)
ICAM-1	Shear-sensitive gene (Li et al., 2021), pro-inflammatory gene Sorokin et al. (2020); Zhao et al. (2021) (ref2,3) expressed in EndMT + ECs Zhao et al. (2021) (ref2)
BMP4	Hear-sensitive gene F. Li et al. (2021), involved in ECM organization Zhao et al. (2021)
Ang2, EZF/GKLF	Hear-sensitive genes F. Li et al. (2021)
Cavin2	EC marker, involved in maintenance and function of endothelial cells F Li et al. (2021)
Nos3	Antiatherosclerosis gene F. Li et al. (2021)
Clec3b, S100a4, Fmo2	Higher in early stage F. Li et al. (2021)
Cxcl2, Cxcl12, Jun, Tcf4	Higher in late stage F. Li et al. (2021)
Il6	Inflammatory gene Sorokin et al. (2020) higher in late stage F. Li et al. (2021)
Icam2	EC marker F. Li et al. (2021) involved in immunity and inflammation Huang et al. (2021)
Egfl7 Gu et al. (2019); F. Li et al. (2021), Vwf (F. Li et al. (2021); Zhao et al. (2021), Cytl1 F. Li et al. (2021), Cdh5 Garrido et al. (2021); Huang et al. (2021); Zhao et al. (2021), Cd34 Van Kuijk et al. (2019); Depuydt et al. (2020); Slenders et al. (2021), Pecam1 Gu et al. (2019); Van Kuijk et al. (2019); Depuydt et al. (2020); Zhao et al. (2021); F. Li et al. (2021); Huang et al. (2021); S. Li et al. (2021); Brandt et al. (2022); Burger et al. (2022); Ni et al. (2022); Pinheiro-de-Sousa et al. (2022)	Classical EC markers
Fn1	ECM gene biasedly expressed in HFD group, EndMT + EC and pro-inflammatory EC Zhao et al. (2021)
Tgfbr2, Bgn	ECM genes biasedly expressed in EndMT + EC Zhao et al. (2021)
Fgl2, Il7, Abca1, Eln	Biasedly expressed in EndMT + EC Zhao et al. (2021)
Ccl21a	Biasedly expressed in EndMT + EC Zhao et al. (2021) and lymphatic endothelial cell Cai et al. (2020)
Lpl, Gpihbp1	Biasedly expressed in lipid-handling EC Zhao et al. (2021)
Vim	Biasedly expressed in HFD group and pro-inflammatory EC Zhao et al. (2021)
Dcn	ECM gene (Zhao et al., 2021), involved in immunity and inflammation Huang et al. (2021), biasedly expressed in HFD group, EndMT + EC, and pro-inflammatory EC
Gapdh, Fabp4, Mgll	Involved in fatty acid metabolism, biasedly expressed in EndMT− EC Zhao et al. (2021)
Ctsb, Ctsz	Involved in ECM degradation Zhao et al. (2021)
Fabp5	Biasedly expressed in HFD group Zhao et al. (2021)
Cxcl6, Nfkbiz Zhao et al. (2021)	Pro-inflammatory gene biasedly expressed in EndMT + ECs Huang et al. (2021)
Lrg1, Ptprb, Acvrl1, Tmem100	Angiogenesis-related gene Huang et al. (2021)
Adamts1, Cd74, Cebpb, Ctla2a, Fcgrt, Kdm6b, Lcn2, Nfkbia, Sgk1	Involved in immunity and inflammation Huang et al. (2021)
Ecscr, Gpr56, Pcdh1, Tmsb10	Involved in cellular chemotaxis Huang et al. (2021)
Bmpr2, Ccdc85b, Fosb, Id3, Oaz1, Pfkbfb3, Tspan8	Involved in cellular growth and development Huang et al. (2021)
Cxcr3, Lyve1	Biasedly expressed in lymphatic endothelial cell Cai et al. (2020)

All genes enhanced in the HFD group are related to atherosclerosis. 

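In double-positive cells, genes were ranked by the log2 ratio of HFD over ND CPM among those with at least 100 UMIs in both libraries together and at least 4 in each. The 5 largest rises were Gpnmb at 6.45 (5.70 to 7.33), Trem2 at 4.26 (3.69 to 4.90), Spp1 at 3.93 (3.60 to 4.27), Atp6v0d2 at 3.87 (2.93 to 4.98) and Upk3b at 3.20 (2.40 to 4.09). The 5 largest falls were H19 at -5.94 (-7.39 to -4.81), Scgb3a1 at -5.34 (-5.69 to -5.01), Mzb1 at -5.29 (-6.92 to -4.05), Jchain at -5.02 (-5.74 to -4.39) and Ccl21a at -4.56 (-4.93 to -4.22). Among genes with 3 or fewer UMIs in 1 library, Cd5l had 2 ND and 113 HFD UMIs, a log2 ratio of 6.37 (4.48 to 9.43), and Glycam1 had no ND and 60 HFD UMIs, at least 29.3-fold higher in HFD cells. Scgb1a1 had 17796 ND and 3 HFD UMIs, at -11.98 (-14.26 to -10.44), and Bpifa1 10579 and none, at least 2409-fold lower in HFD cells. For these bounds, 3 UMIs over the group stand for a count of 0. Markers of macrophages, airway cells, plasma cells and lymphatic endothelial cells are among these genes, and double-positive barcodes include subclusters led by other classes. The subcluster led by Ccl21a, closest to the lymphatic endothelial list, held 28 ND and 6 HFD cells. The symbol Ccl21a is listed more than once in the counts, and its value is for ENSMUSG00000094686. In the double-positive cells of the endothelial-like clusters alone, the ratio of Upk3b was -0.78 (-4.12 to 1.71), an interval that holds 0. Over the 12555 genes counted, the median log2 ratio was -0.13, and scaling by the median of ratios adds 0.13 to every log2 ratio in these cells.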

Some indicate the progression of disease, such as Adam15 (Langer et al., 2005; Oksala et al., 2009), Lpl (Dugi et al., 1997), and Gadph (Perrotta et al., 2014), which play a role in pathological neovascularization, lipid utilization and storage, and innate immunity, respectively. 

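In double-positive cells, Adam15 rose from 191 (184 to 199) CPM in the ND library to 513 (499 to 528) CPM in the HFD library, a log2 ratio of 1.42 (1.36 to 1.49). Lpl was at 608 and 1080.2 CPM, a log2 ratio of 0.83 (0.79 to 0.87), and Gapdh at 461 and 756 CPM, a log2 ratio of 0.71 (0.67 to 0.76). The median log2 ratio of the 7 genes the paper names as raised was 0.83, which moved most over the cells of the endothelial-like clusters, to 1.00, and was lowest at the limit of 10% mitochondrial UMIs, at 0.67. All 7 were above 0 under each filter, scaling and choice of cells tried. The study chose these genes on the same libraries.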

Some play roles in the dysfunction of endothelial cells, such as Podxl which functions as an anti-adhesive molecule (Shoji et al., 2018) and Eng which regulates endothelial cell shape changes in response to blood flow and is required for normal structure (McAllister et al., 1994; Vicen et al., 2019). 

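Podxl was at 264 (256 to 273) CPM in ND and 625 (609 to 641) CPM in HFD double-positive cells, a log2 ratio of 1.24 (1.18 to 1.30). Eng was at 558 (546 to 571) and 867 (848 to 885) CPM, a log2 ratio of 0.63 (0.59 to 0.68).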

Some are anti-atherosclerotic, such as Cxcl12, which plays a protective role after myocardial infarction (Hartmann et al., 2015), and Rbp7, which helps to increase nitric oxide bioavailability (Figure 3C).

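Cxcl12 was at 443 (432 to 454) CPM in ND and 868 (849 to 887) CPM in HFD double-positive cells, and its log2 ratio was 0.97 (0.92 to 1.02). Rbp7 was at 582 (569 to 594) and 997 (977 to 1017) CPM, with a log2 ratio of 0.78 (0.73 to 0.82). Within the Eps8l2-led subcluster, where Rbp7 was highest, its log2 ratio was 0.087 (0.014 to 0.16).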

Cluster-specific markers also performed variously in the two groups and further confirmed the effect of diet. 

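Over all double-positive cells, Cytl1 was at 956 (939.7 to 972) CPM in the ND library and 445 (432 to 458) CPM in the HFD library, a log2 ratio of -1.10 (-1.15 to -1.05). Within the Cytl1-led subcluster, the ratio was -0.86 (-0.92 to -0.80). Vcam1 was at 206 and 171 CPM, a log2 ratio of -0.27 (-0.35 to -0.18), and within the Cytl1-led subcluster its ratio was -0.28 (-0.39 to -0.17). At the limit of 10% mitochondrial UMIs, the ratio of Vcam1 over all double-positive cells was above 0, at 1.05. Col1a1 was at 40.00 and 40.3 CPM, a log2 ratio of 0.011 (-0.18 to 0.20), so no difference in it was detectable at this depth, and in the Gsn-led subcluster the ratio was -0.39 (-0.60 to -0.18).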

Cytl1 and Vcam1, markers of genuine endothelial precursor cells, showed unchanged expression under different types of diet, as does the marker of fibrosing EC, Col1a1. Fbln5, which is reinduced in atherosclerotic lesions, showed a rise in the HFD group. Similarly, canonical B cell marker Igkc and Ighm showed a reduced expression under the regulation of the Western diet (Figure 3D). 

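Fbln5 was at 197 (189 to 204) CPM in ND and 307 (296 to 318) CPM in HFD double-positive cells, a log2 ratio of 0.64 (0.57 to 0.72). Its level was highest in the Cytl1-led subcluster, with 949 and 1753 CPM, and next in the Lyz2-led ND cells, with 374 CPM, and the Gsn-led HFD cells, with 374 CPM.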

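Igkc was at 638 (625 to 652) CPM in ND and 32.6 (29.1 to 36.4) CPM in HFD double-positive cells, a log2 ratio of -4.29 (-4.46 to -4.13). Ighm was at 322 (313 to 332) and 27.6 (24.3 to 31.1) CPM, a log2 ratio of -3.55 (-3.73 to -3.37). In the double-positive cells of the endothelial-like clusters alone, the ratios were -2.52 (-2.78 to -2.28) and -1.53 (-1.81 to -1.26). The Cd79a-led subcluster, where both genes were highest, held 68 ND and 13 HFD cells.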

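Gpihbp1 was at 1768 and 1729 CPM in ND and HFD double-positive cells, a log2 ratio of -0.032 (-0.060 to -0.0034). Its direction changed with the scaling, to 0.097 by the median of ratios and 0.076 without mitochondrial, haemoglobin and ribosomal genes, and with the cells, to 0.043 in the endothelial-like clusters. Cd36 was at 2832 and 4298 CPM, a log2 ratio of 0.60 (0.58 to 0.62), and Fabp4 at 20467 and 26973 CPM, a log2 ratio of 0.40 (0.39 to 0.41). The ratio of Fabp4 was -0.23 at the limit of 10% mitochondrial UMIs.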

The cells in the experimental group lost a lot of primary endothelial cell functions, such as cell formation, adhesion, and contraction, but inflammatory responses and some lipid-related functions (markers including Gpihbp1, Cd36, and Fabp4) were still retained (Figure 3E).

### 3.4 Identification and diet-dependent variation of aortic immune cells under single-cell RNA sequencing

Immune cells are another emphasis in this study, and we define Ptprc + cells as immune cells. 

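Cells with at least 1 UMI of Ptprc (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) were called Ptprc-positive. They numbered 1531 in the ND library and 778 in the HFD library, or 28.3% (27.1% to 29.5%) and 28.4% (26.7% to 30.1%) of the kept cells. With a minimum of 2 UMIs there were 1083 and 532 cells. Thinning moved the shares most, to 14.3% and 10.1%, with 63 ND cells left out. A Ptprc UMI was found in 85.8% of ND T-like cells and 89.2% of HFD T-like cells, with median depths of 2640 and 5048.5 UMIs, and in 56.99% and 44.6% after thinning, with 2 ND cells left out. As background, 2.57% of ND and 2.28% of HFD fibroblast-like cells and 3.92% and 3.73% of endothelial-like cells had a UMI. After thinning, with 38 and 14 ND cells left out, these shares were 0.593% and 1.04%, and 1.16% and 0.688%.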

1,615 cells were filtered out from the total cell population, with 1,083 from the control group and 532 from the HFD group. These cells were reclustered into 14 subpopulations. Identification of these cells was done based on the transcriptional profiles with the application of CIBERSORT (Figures 4A, B; Supplementary Figure 3A).

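The 2309 Ptprc-positive cells formed 17 clusters at a resolution of 0.9, the resolution given for all cells. Macrophage marker genes were closest for the clusters led by Cd209f (258 cells), Ccl12 (235) and Gpnmb (218). T-cell markers were closest for those led by Cd28 (168) and Cd163l1 (64), and dendritic cell markers for those led by Cd209a (106) and Xcr1 (54). Single clusters were B-like (led by Cd79a, 432 cells), natural killer-like (Ccl5, 114), monocyte-like (Plac8, 91), neutrophil-like (S100a8, 90), cycling (Pclaf, 66) and plasma cell-like (Jchain, 18). A cluster led by Lyz1 (60 cells) met no class by the rule used. Clusters led by Thrsp (149) and Cytl1 (111) were endothelial-like, of which 91.3% and 92.8% of cells were double-positive for Pecam1 and Cdh5, and a cluster led by Col1a1 (75) was fibroblast-like. The highest 6% of doublet scores of each library held 55.0% (46.7% to 63.2%) of the Thrsp-led and 55.0% (45.2% to 64.4%) of the Cytl1-led cells. They also held 56.0% (44.1% to 67.5%) of the Col1a1-led cells.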

**FIGURE 4:**
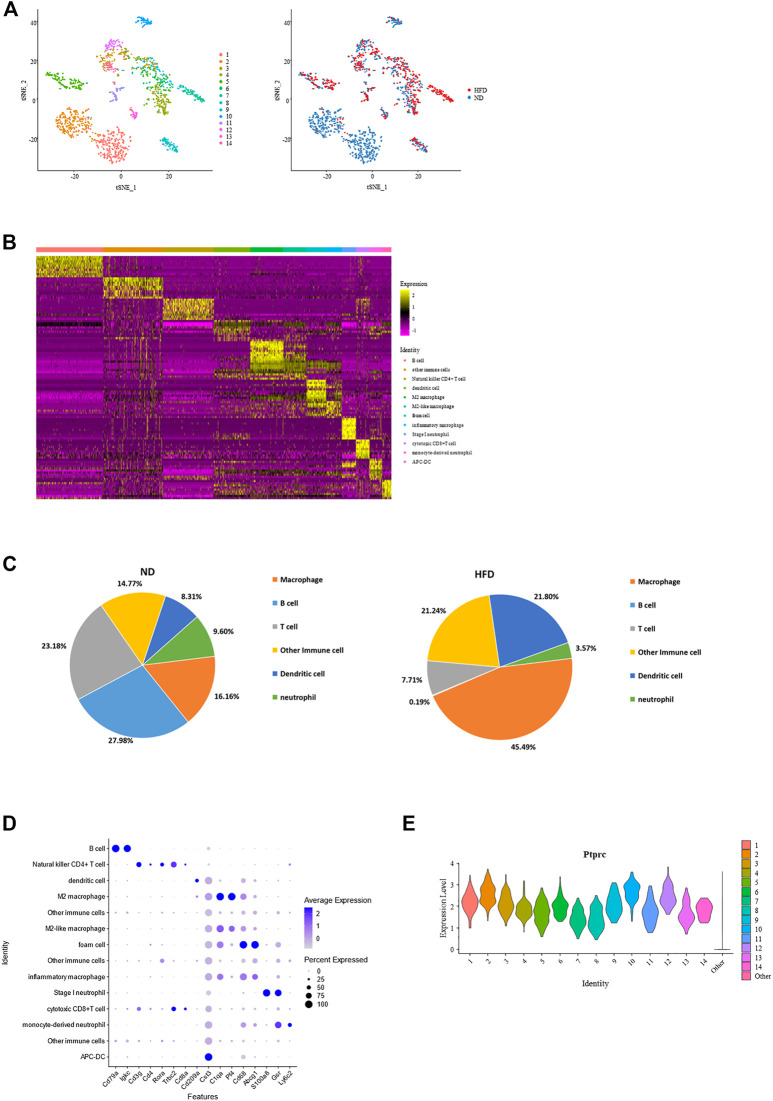
Identification of each immune cell cluster and their distribution reveal constitution of aortic immune cells and effect of diet. **(A)** T-Stochastic neighbor embedding (t-SNE) representation of gene expression information in aortic Ptptrc + immune cells. Cells from both control and Western diet group (right) are distinct into 14 clusters (left); CIBERSORT helps with their identification (middle). **(B)** Heatmap showing the top 10 upregulated genes in each cluster of immune cells, with biological identification of each cluster marked on the right. **(C)** Percentage of each immune cell type within total immune cells. Left: control (ND) group; Right: Western diet (HFD) group. **(D)** Dot plot showing the expression levels of representative marker genes for each immune cell type. **(E)** Violin plots of log-transformed gene expression of Ptprc distinguish these immune subpopulations from all other aortic cells.

Constitution of immune cells in the control group *versus* the HFD group reveals the great effect created by the Western diet. The most obvious heterogeneity brought by the Western diet was that B cells and T cells dominated the control group, accounting for 27.98% and 23.18% respectively, while macrophages had the largest proportion in HFD group, up to 45.49%. These 3 cell types dominate the immune cell. 

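Of the 1531 ND and 778 HFD Ptprc-positive cells, B-like cells made up 27.7% (25.5% to 30.01%) and 1.03% (0.445% to 2.02%). T-like cells made up 13.7% (12.03% to 15.5%) and 2.83% (1.78% to 4.25%), and with natural killer-like cells 19.9% (17.9% to 22.01%) and 5.27% (3.81% to 7.08%). Macrophage-like cells made up 19.2% (17.3% to 21.3%) of the ND and 53.6% (50.02% to 57.1%) of the HFD cells. Among the classes, B-like cells were the largest in the ND library and macrophage-like cells in the HFD library. The limit of 10% mitochondrial UMIs moved the ND share of B-like cells most, to 15.8%, and left no T-like cell and 17.2% macrophage-like cells, so that B-like cells were no longer the largest class. Cells of clusters that the naming rule kept out of the immune classes, endothelial-like or fibroblast-like, were 12.1% (10.5% to 13.8%) and 3.20% (2.38% to 4.21%) of the ND cells and 9.64% (7.66% to 11.9%) and 3.34% (2.19% to 4.86%) of the HFD cells. The cluster that met no class held 1.70% (1.11% to 2.48%) and 4.37% (3.05% to 6.05%).

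**Figure D1:**
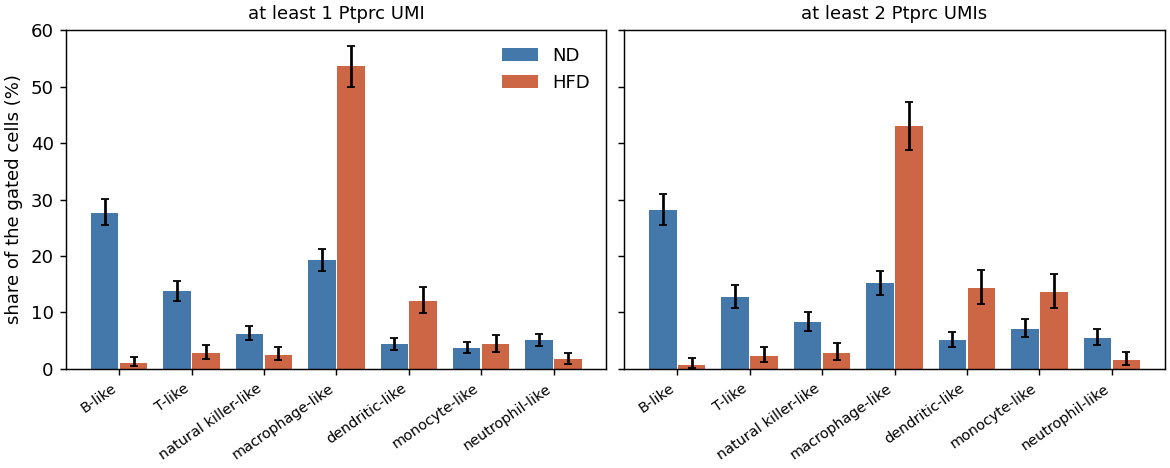
Share of Ptprc-positive cells in each class, in percent, for the ND and HFD libraries, with exact 95% Clopper-Pearson intervals as bars. B-like cells are at 27.7% and 1.03%, and macrophage-like cells at 19.2% and 53.6%.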

Another variance was the increase of dendritic cells and decrease of neutrophil (Figures 4A, C; Supplementary Figure 3A).

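Dendritic-like cells were 4.31% (3.35% to 5.45%) of ND and 12.1% (9.87% to 14.6%) of HFD Ptprc-positive cells. Neutrophil-like cells were 5.03% (3.99% to 6.25%) and 1.67% (0.893% to 2.84%), from 77 and 13 cells. Monocyte-like cells, apart from both, were 3.72% (2.83% to 4.80%) and 4.37% (3.05% to 6.05%). At the limit of 10% mitochondrial UMIs, the dendritic-like shares were 23.1% (17.7% to 29.2%) in the ND and 21.1% (9.55% to 37.3%) in the HFD library, intervals that overlap.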

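Macrophage-like cells numbered 711 of the 2309 Ptprc-positive cells, or 30.8%, the largest class, in 3 clusters led by Cd209f, Ccl12 and Gpnmb. C1qa was at 5947, 3739 and 3072 CPM in their ND cells and 5652, 3366 and 2655 CPM in their HFD cells. The highest level in another cluster was 1133 CPM in ND cells, in the unnamed cluster led by Lyz1, and 1078 CPM in HFD cells, in the fibroblast-like cluster led by Col1a1.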

Macrophage had the largest proportion in all immune cells are were divided into four clusters, all showing a common expression of C1qa (De Couto et al., 2019). Pf4, an M2 macrophage marker, was expressed the highest in cluster4 and cluster6, while foam cell marker Cd68 and Abcg1 was enriched in cluster7. 

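Pf4 was at 3317, 1882 and 478 CPM in the ND cells and 2053, 764 and 115 CPM in the HFD cells of the clusters led by Cd209f, Ccl12 and Gpnmb. Cd68 was at 456, 405 and 666 CPM and 472, 365 and 1259 CPM, and Abcg1 at 60.2, 86.7 and 287 CPM and 128, 147 and 495 CPM, both highest in the Gpnmb-led cluster. By the sets of genes the paper names, the Cd209f-led cluster was closest to M2 macrophages, the Gpnmb-led cluster to foam cells and the Ccl12-led cluster to inflammatory macrophages, and they are called M2-like, foam-like and inflammatory-like.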

The proportion of B cell and T cell were similar. It should be noted that B cells (Cd79a, Cd79b, and Ly6d) existed exclusively in the control group. 

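The B-like cluster of Ptprc-positive cells held 424 ND cells and 8 HFD cells. In the map of all cells, the cluster led by Cd79a held 9.66% (8.88% to 10.5%) of ND and 0.621% (0.362% to 0.992%) of HFD cells. In its ND cells of the Ptprc-positive map, Cd79a was at 2062 (1993 to 2133) CPM, Cd79b at 602 (565 to 641) CPM and Ly6d at 1311 (1256 to 1368) CPM. In its HFD cells they were at 976 (632 to 1441), 234 (85.98 to 509.9) and 508 (270.3 to 868) CPM.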

T cells (Trbc1, Trbc2 (Lefranc, 2014), Cd3d, and Cd3g) consisted of natural killer CD4^+^ T cells, Rora (Kästle et al., 2017), Il7r (Al-Mossawi et al., 2019), Icos (Niu et al., 2018) and Cd4, and cytotoxic CD8^+^ T cells, Cd8a and Cd8b1. 

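T-cell genes were counted in the clusters led by Cd28, Cd163l1 and Ccl5, the last of which was closest to the natural killer list. In ND cells, Trbc1 was at 459, 297 and 611 CPM, Trbc2 at 956, 405 and 734, Cd3d at 552, 335 and 452 and Cd3g at 499, 639 and 351 CPM. Rora was at 284, 1612 and 296 CPM, Il7r at 497, 1252 and 267 and Icos at 296, 518 and 155 CPM, each highest in the Cd163l1-led cluster. Cd4 was at 189, 6.32 and 14.5 CPM, highest in the Cd28-led cluster, while Cd8a was at 69.3, 0 and 173 and Cd8b1 at 122, 0 and 209.6 CPM. The HFD library had 14, 8 and 19 cells in these clusters, against 154, 56 and 95 in the ND library. The paper names Rora, Il7r and Icos together with Cd4 for its CD4 T cells, but here Cd4 was highest in another cluster than these genes. Trdc and Tcrg-C1, genes of T-cell receptor chains, were among the leading genes of the Cd163l1-led cluster, while no gene of the T-cell marker list was.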

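Cd209a was at 1025 and 879 CPM in the ND and HFD cells of the dendritic-like cluster it led, and Clec9a at 222 and 148 CPM in that led by Xcr1. No gene is listed under the symbol Cst4 in the counts. S100a8 was at 70342 and 45949.6 CPM and S100a9 at 70016 and 46369.9 CPM in the neutrophil-like cluster. Gsr was at 1073 and 543 CPM in that cluster and 869 and 461 CPM in the monocyte-like cluster led by Plac8. Ly6c2 was at 701 and 738 CPM in the monocyte-like and 87.5 and 87.6 CPM in the neutrophil-like cluster.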

The remainder of immune cell populations included two clusters of dendritic cells (DCs) with gene signatures Cd209a (cluster 3), Cst4 and Clec9a (cluster 14), two clusters of neutrophils (cluster 10: S100a8 and S100a9; cluster 10 and 12: Gsr (Yan et al., 2013); cluster 12: highly expressed Ly6c2, a marker of monocyte), and three other clusters of Ptprc + cells (Figures 4B, D; Supplementary Figure 3B). Regardless of type, all showed a high expression of Ptprc (Figure 4E).

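Ptprc was at 240.3 to 1243 CPM over the 17 clusters in ND cells and at 164 to 775 CPM in HFD cells. The cells were chosen by a Ptprc UMI, so every cluster holds the gene by design. The endothelial-like clusters led by Thrsp and Cytl1 were at 240.3 and 250.4 CPM in ND cells. In fibroblast-like cells of the map of all cells, Ptprc was at 12.2 and 7.93 CPM.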

### 3.5 Differentiation of macrophage and heterogeneity brought by wester diet

As previously seen, four clusters were defined as macrophage. Common enrichment of C1qa (De Couto et al., 2019), C1qb (Giladi et al., 2018), C1qc (Zhao et al., 2020), and Mafb (Goudot et al., 2017) further confirmed the identity of macrophage (Figure 5A). 

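In macrophage-like cells, C1qa was at 4576 (4469 to 4685) CPM in the ND library and 3525 (3459 to 3593) CPM in the HFD library, against 146 and 370.2 CPM in the other Ptprc-positive cells. C1qb was at 3989.6 and 4092 CPM against 166 and 550.0 CPM and C1qc at 2947 and 2685 CPM against 92.00 and 287 CPM.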

The proportion of macrophage across all immune cells increased due to the appearance of foam cells according to the constitution of macrophage in the control group *versus* the HFD group (Supplementary Figure 4A). 

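Foam-like cells made up 18.7% (14.4% to 23.6%) of the 294 ND and 39.1% (34.4% to 43.96%) of the 417 HFD macrophage-like cells. Of all Ptprc-positive cells, they were 3.59% (2.72% to 4.65%) and 20.95% (18.1% to 23.98%). Inflammatory-like cells were 35.4% (29.9% to 41.1%) and 31.4% (26.99% to 36.1%) of macrophage-like cells, and 6.79% (5.58% to 8.17%) and 16.8% (14.3% to 19.7%) of all Ptprc-positive cells. The foam-like share moved most at the limit of 10% mitochondrial UMIs, to 44.7% and 83.3%. Integration joined ND and HFD cells that differ in the genes of this cluster, with Gpnmb at 1086 CPM in its ND cells and 3704 CPM in its HFD cells, so that its shares rest on the choice of clusters. Without integration, 2.96% of ND and 36.4% of HFD macrophage-like cells were foam-like.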

In the meantime, the proportion of M2 macrophage decreased. 

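M2-like cells made up 45.9% (40.1% to 51.8%) of the ND and 29.5% (25.2% to 34.1%) of the HFD macrophage-like cells, with 135 and 123 cells. Of all Ptprc-positive cells, they made up 8.82% (7.44% to 10.4%) and 15.8% (13.3% to 18.6%).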

The remainder are M2-like macrophages and inflammatory macrophages (Figure 5B).

**FIGURE 5:**
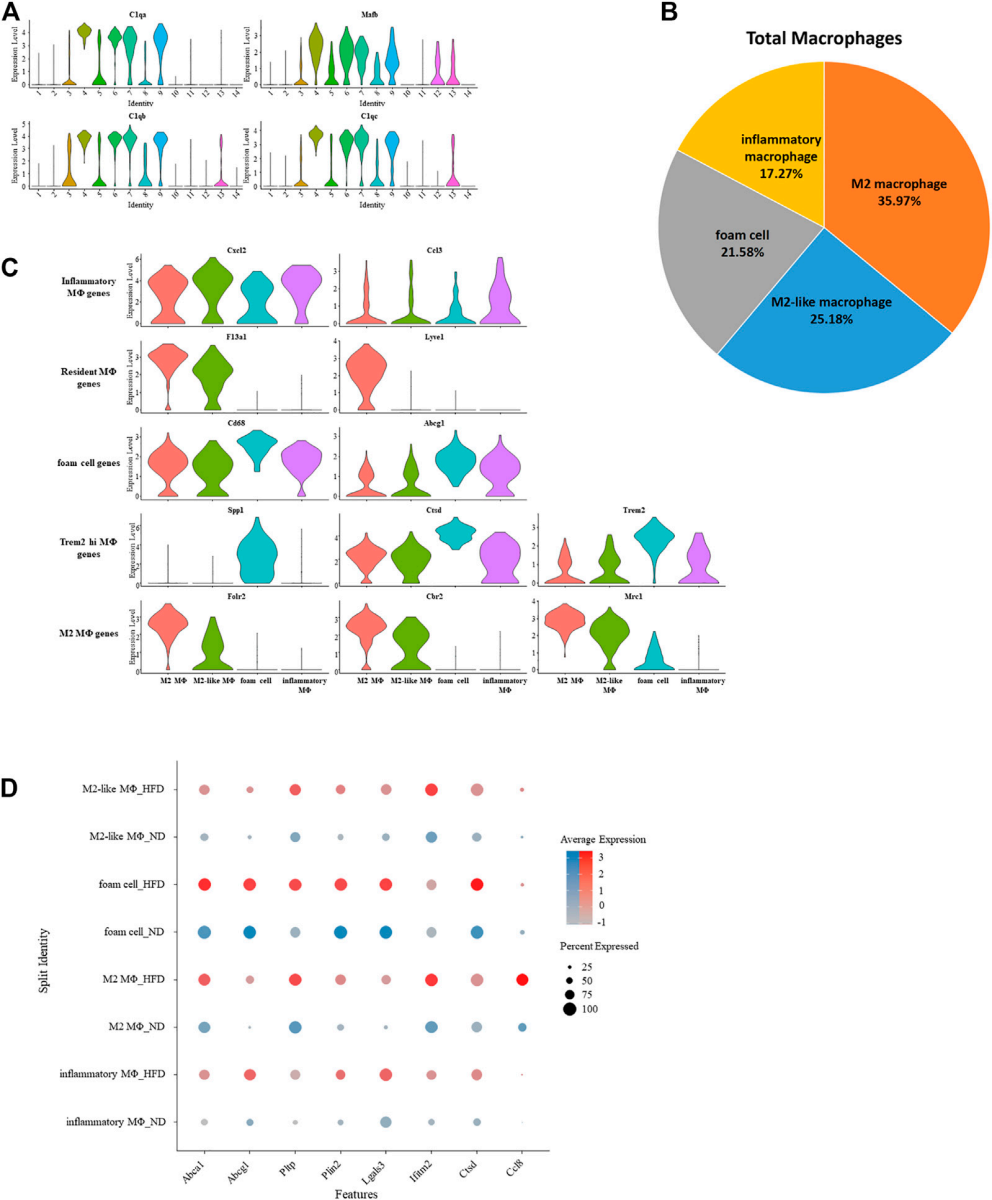
Gene expression signature of macrophage and its variation under western diet. **(A)** Violin plots of log-transformed gene expression of canonical macrophage markers in macrophages and all other aortic immune cells. **(B)** Percentage of each macrophage type. **(C)** Violin plots profile gene expression of markers for the five classes of macrophages in these selected macrophages. **(D)** Heterogeneity within macrophage of two origins demonstrated by dotplot.

Single-cell differential expression pattern helps differentiate these four macrophage subsets from one another, and specific enrichment of these genes in each subset helps further determine their identification. Previous studies established a gene pool for various macrophages. 

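In the M2-like cluster, led by Cd209f, Folr2 was at 1651 (1556 to 1750.0) CPM in ND and 1297 (1215 to 1383) CPM in HFD cells. Mrc1 was at 1674 and 1722 CPM, Cbr2 at 1131 and 1374 CPM, F13a1 at 1800.3 and 1766 CPM and Lyve1 at 1131 and 953 CPM. In the inflammatory-like cluster, Folr2, Mrc1, Cbr2, F13a1 and Lyve1 were at 292, 877, 377, 607 and 127 CPM in ND cells. In the foam-like cluster, they were at 34.7, 83.97, 17.4, 31.8 and 8.69 CPM.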

Despite greater expression of M2 macrophage markers Folr2, Mrc1, and Cbr2, M2 macrophage also had characteristics of resident macrophage (F13a1 (Beckers et al., 2017) and Lyve1 (Ensan et al., 2016)). The expression profile of M2-like macrophages is similar to M2 macrophages, inferred by a transitional relationship between them. 

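Ccr2 was at 85.1, 407 and 69.5 CPM in the ND cells and 146, 718 and 35.6 CPM in the HFD cells of the clusters led by Cd209f, Ccl12 and Gpnmb. Outside these clusters, it was at 896 and 924 CPM in the unnamed cluster led by Lyz1 and 306 and 357 CPM in the monocyte-like cluster. At the higher resolution, a macrophage-like cluster led by Ccr2, with 62 ND and 90 HFD cells, was closest to the genes named for M2 macrophages.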

Meanwhile, due to the high expression of the monocyte marker Ccr2, we speculate that it is the progenitor of M2 macrophages. Foam cells were identified because the relative upregulation of Cd68 and Abcg1 can promotes cholesterol accumulation, which matters in the formation of foam cells (Cheng et al., 2016). These cells also have an exclusively positive expression of Spp1. 

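For Cd68 in foam-like cells, the 95% interval was 583 to 758 CPM in the 55 ND cells and 1205 to 1315 CPM in the 163 HFD cells. In the other macrophage-like cells, Cd68 was at 435 (398 to 474) and 419 (386 to 454) CPM. For Abcg1 the intervals in foam-like cells were 233 to 349 and 461 to 530.4 CPM, and its level in the others was 71.3 (56.9 to 88.3) and 137 (119 to 158) CPM.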

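Spp1 was at 3784 (3582 to 3995) CPM in ND and 3793 (3699 to 3889) CPM in HFD foam-like cells. In the M2-like cluster it was at 0 and 79.3 CPM and in the inflammatory-like cluster at 50.4 and 360.2 CPM, and 1 cell held 38 of the 57 HFD UMIs of the first and 171 of the 250 of the second. A UMI of Spp1 was found in 8 of the ND and 118 of the HFD foam-like cells, and 1025 of the 1307 ND UMIs were in 1 cell. Outside the macrophage-like clusters, it was in 6 of the 34 HFD monocyte-like cells, while all 53 UMIs in the 14 HFD cells led by Cd28 came from 1 cell.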

Spp1 encodes osteopontin, which is a factor related to the severity of lesions. Another related factor is cathepsin, encoded by Ctsb, Ctsd, and Ctsz (Cochain et al., 2018), which was expressed higher in the foam cell. This was also the case with Trem2, a putative factor in Trem2-high macrophages except osteopontin and cathepsin. 

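Ctsb was at 4106 (3895 to 4325) CPM in ND and 9868 (9716 to 10021) CPM in HFD foam-like cells, against 2821 and 3396 CPM in the other macrophage-like cells. Ctsd was at 2366 and 7318 CPM against 747 and 1184 CPM, and Ctsz at 1164 and 1639.7 CPM against 475 and 578 CPM.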

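Trem2 was at 478 (408 to 556) CPM in ND and 1068 (1018 to 1119) CPM in HFD foam-like cells. The other macrophage-like cells had 112 (93.8 to 133) and 160.0 (139.8 to 182) CPM.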

With significant upregulation of several chemokines (Ccl3, Ccl4, Cxcl1, Cxcl2, and Cxcl16) that play a role in inflammation, inflammatory macrophages were identified (Figure 5C; Supplementary Figure 4B).

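In the inflammatory-like cluster, led by Ccl12, Ccl3 was at 500.2 (439.9 to 566) CPM in ND and 233 (199 to 272) CPM in HFD cells. Ccl4 was at 1313 and 715 CPM, Cxcl1 at 446 and 272 CPM, Cxcl2 at 6188 and 5262 CPM and Cxcl16 at 224 and 149.9 CPM. In the foam-like cluster, Ccl3, Ccl4, Cxcl1, Cxcl2 and Cxcl16 were at 399.6, 1118, 429, 6509 and 486 CPM in ND cells and 160.3, 204, 191, 2081 and 454 CPM in HFD cells. Cxcl2 in ND cells and Cxcl16 in both libraries were thus higher in the foam-like cluster.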

The effect of diet on macrophages can also be seen from genetic regulation under the Western diet. These genes were involved in biological pathways such as cholesterol transporting (Abca1, Abcg1, and Pltp), development of adipose tissue (Plin2), inflammation (Lgals3 and Ccl8), and cell apoptosis (Ifitm2 and Ctsd) (Figure 5D).

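In macrophage-like cells, Abca1 was at 444 and 699 CPM in the ND and HFD libraries, a log2 ratio of 0.65 (0.53 to 0.78), and Abcg1 at 120.2 and 329 CPM, a log2 ratio of 1.45 (1.22 to 1.69). The log2 ratio of Pltp was 0.34 (0.27 to 0.42), of Plin2 1.57 (1.41 to 1.74), of Lgals3 2.03 (1.94 to 2.11), of Ccl8 0.82 (0.75 to 0.89) and of Ctsd 2.00 (1.93 to 2.08). Ifitm2 was at 820.2 and 812 CPM, a log2 ratio of -0.014 (-0.11 to 0.085), which was 0.11 by the median of ratios and 0.55 without the foam-like cluster. The median over the 8 genes was 1.14 and moved most without the foam-like cluster, to 0.80. Ccl8 was lower in HFD cells at the limit of 10% mitochondrial UMIs, at -2.61. Over 8384 genes the median log2 ratio was -0.12, which scaling by the median of ratios removes. By the rule applied to endothelial cells, the largest rises were Hbb-bt at 4.03 (3.70 to 4.38), Cd5l at 3.47 (3.21 to 3.73), Syngr1 at 3.19 (2.72 to 3.70), Hba-a1 at 3.16 (2.98 to 3.34) and Hba-a2 at 3.10 (2.90 to 3.29). The largest falls were Scgb1a1 at -10.40 (-12.02 to -9.18), Cxcl13 at -7.56 (-9.18 to -6.32), Pla2g2d at -3.20 (-3.85 to -2.60), Ccl24 at -2.79 (-3.14 to -2.46) and Serpinf1 at -2.73 (-3.46 to -2.06). Hbb-bt, Hba-a1 and Hba-a2 are genes of haemoglobin and Scgb1a1 and Bpifa1 of airway cells, and over all cells each differed between the libraries in the same direction. Without the foam-like cluster, Cd5l was lower in HFD cells, at -1.13. Alas2 had no ND and 73 HFD UMIs, at least 12.2-fold higher, and Acot1 1 and 49, at 4.62 (2.07 to 9.95). Bpifa1 had 585 ND and no HFD UMIs, at least 389-fold lower, and Scgb3a1 350 and 1, at -9.45 (-14.76 to -6.96).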

### 3.6 Differential expression of Pecam1 and Cdh5 between different regions of the aorta

Pecam1 and Cdh5 are a pair of genes used to identify endothelial cells in this study. According to the scRNA sequencing data, an endothelial subpopulation, identified as genuine endothelial precursor cells specifically, was higher in Pecam1 and lower in Cdh5 compared to other endothelial subpopulations (Figure 1F). This subpopulation expressed Cytl1 exclusively (Figure 1D).

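Double-positive cells with a Cytl1 UMI numbered 337 in the ND library, or 14.01%, and 148 in the HFD library, or 10.2%. Their median depth was 7091 and 8036.5 UMIs, against 3953.5 and 5437 UMIs in the other double-positive cells. Pecam1 was at 2728 against 822 CPM in ND cells, a log2 ratio of Cytl1-positive over other cells of 1.73 (1.69 to 1.77), and at 2826 against 913 CPM in HFD cells, a log2 ratio of 1.63 (1.58 to 1.69). Cdh5 was at 785 against 1674 CPM in ND cells, a log2 ratio of -1.09 (-1.15 to -1.03), and at 913 against 1476 CPM in HFD cells, a log2 ratio of -0.69 (-0.78 to -0.61). Scaling by the median of ratios, which shifts these ratios by -0.16 and -0.25, moved Pecam1 most, to 1.57 and 1.38, and left its direction and that of Cdh5 as they were.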

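Between Cytl1-positive and other double-positive cells, the log2 ratio of Vcam1 was 5.98 (5.75 to 6.22) in the ND library and 4.86 (4.67 to 5.06) in the HFD library. Cd36 had a log2 ratio of -3.03 (-3.11 to -2.96) and -3.35 (-3.46 to -3.25), Nos3 of 1.14 (1.00 to 1.29) and 1.37 (1.20 to 1.54), Lpl of -1.91 (-2.04 to -1.79) and -2.63 (-2.81 to -2.47), and Vwf of 5.39 (5.22 to 5.55) and 5.80 (5.59 to 6.01). A minimum of 2 Cytl1 UMIs gave 1.83 and 1.73 for Pecam1 and -1.24 and -0.82 for Cdh5. Among subclusters, Pecam1 was highest in that led by Cytl1, at 3582 and 3108 CPM, while Cdh5 was at 773 and 1029 CPM there.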

The Cytl1+ cells were found in three clusters in further analysis of sorted Pecam1+ Cdh5+ endothelial cells (Figure 2E), and retained the characteristics of high Pecam1 expression and low Cdh5 expression (Figure 2C). Upregulated Vcam1 expression level is another characteristic of these cells.

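Pecam1 was at 1240.1 (1222 to 1259) CPM in ND and 1204 (1182 to 1226) CPM in HFD double-positive cells, a log2 ratio of -0.043 (-0.077 to -0.0092). Cdh5 was at 1479 (1459 to 1499) and 1390.3 (1367 to 1414) CPM, a log2 ratio of -0.089 (-0.12 to -0.058). Both directions changed with the scaling. By the median of ratios, Pecam1 was at 0.085 and Cdh5 at 0.039, and without mitochondrial, haemoglobin and ribosomal genes at 0.065 and 0.018. Over the cells of the endothelial-like clusters, Pecam1 was at 0.10 and Cdh5 at -0.0056. Every value was smaller in size than the shift between these scalings, apart from 0.35 for Pecam1 at the limit of 10% mitochondrial UMIs and -0.15 for Cdh5 with each cell weighted the same.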

In the comparison of gene expression levels for endothelial cells isolated from a normal diet *versus* Western diet, Pecam1 and Cdh5 were listed in top 100 differentially expressed genes (DEGs), with Pecam1 lowered and Cdh5 enhanced in the Western diet group (Figure 3E).

Flow cytometry helped identify the distinct spatial location of high Pecam1 (Figure 6A) and low Cdh5 (Figure 6B) expression. Greater curvature of the aorta demonstrates less presence of high Pecam1-expressing cells and more presence of low Cdh5-expressing cells. The preference in location was found in both diet groups. Otherwise, the Western diet presented mild inhibition of the increase of low Cdh5-expressing cells.

**FIGURE 6:**
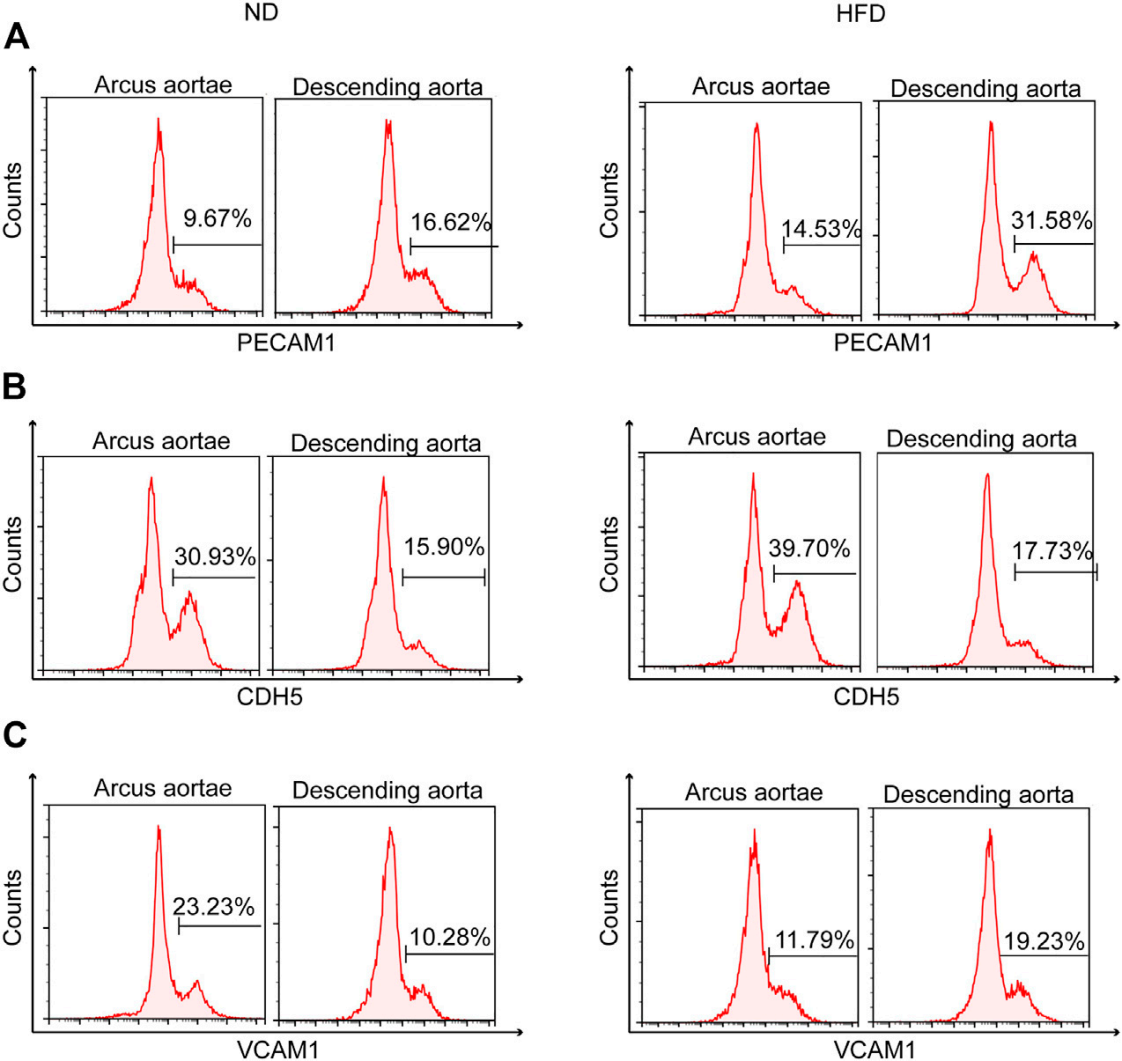
Identification of genetic heterogeneity *in situ* within endothelial cells. Flow cytometry of mouse aortic endothelial cells demonstrating heterogeneity of **(A)** Pecam1, **(B)** Cdh5, and **(C)** Vcam1 between greater (arcus aortae) and lesser (descending aorta) curvature of aorta, showing the influence of a Western diet.

Flow cytometry also helped identify the distinct spatial location of high Vcam1 expression (Figure 6C). High Vcam1-expressing cells showed a preference in descending aorta compared to the greater curvature of the aortic root under a high fat diet. A contrasting result was found under normal conditions.

## 4 Discussion

Known as the region with disturbed blood flow, the aortic arch is composed of different cell types and is relevant in the progression of cardiovascular disease and is the research object in this study. With well-established single-cell RNA sequencing, we characterized different types of cells in the aortic arch and mining gene expression changes that occur within these cells under the influence of diet. We differentiated 14 classes of cells from the total sample, including endothelial cells, fibroblasts, smooth muscle cells, mesothelial cells, adipocytes, neurons, and immune cell populations, which were distributed in 27 clusters. Notably, the identification of cycling basal cell, clara cell, mesothelial cell, and adipocyte was new. Heterogeneous gene expression pattern distinguishes 10 subpopulations of endothelial cells with distinct functions and reveals which biological processes may be affected or remain unchanged under a Western diet. This study identifies genuine endothelial precursor cells for the first time in such studies, complementing the transcriptional information blank of this cell. Another class of cells focused on in this study was immune cells, especially macrophages. Seven immune cell types were distributed in 14 immune cell clusters, and four clusters of macrophages expressed different characteristics. A genes expression map uncovered the multiplicity of aortic cells and demonstrated that the Western diet accelerates atherosclerotic development by regulating the role of the genes in various biological processes.

In the total aortic cell pool, the seven endothelial subpopulations were similar in the expression levels of Pecam1 and Cdh5. The cell adhesion molecules encoded by Pecam1 and Cdh5 are essential for leukocyte trans-endothelial migration (Dasgupta et al., 2009) and the maintenance of vascular lumen homeostasis (Lampugnani et al., 2010). 

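Within single subclusters with at least 30 cells of a library, thinned as above, rho of Pecam1 and Cdh5 was below 0 in 6 of 11 in the ND library and in 4 of 9 in the HFD library. The 4 in the HFD library were those led by Aqp1, Cxcl9, Eps8l2 and Cytl1, of which those led by Aqp1 and Cytl1 were also below 0 in the ND library. Over subclusters, rho ranged from -0.17 to 0.17 and from -0.12 to 0.35. For Vcam1 and Cd36, rho was below 0 in 6 of 10 and in 4 of 7 subclusters, with ranges of -0.39 to 0.14 and -0.37 to 0.15, the lowest in both libraries in the Lyz2-led subcluster.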

Negative expression correlation between these two genes was observed in each endothelial subpopulation. A genuine endothelial precursor cell exhibited higher Pecam1 and lower Cdh5 gene expression levels compared to the other endothelial cell clusters.

Another gene pair showing similar negative correlation between endothelial precursor cells and other endothelial cells is Vcam1 and Cd36. Based on the conclusions of previous single-cell studies, Vcam1 and Cd36 were relatively biased to be lower and higher expressed in classic endothelial cells and endothelial cell roles in lipid treating. A classic endothelial cell tends to be distributed in descending aorta with less curvature, while other endothelial cells tend to be distributed in the arterial root with greater curvature (Kalluri et al., 2019). Genuine endothelial precursor cells exhibited the same expression pattern as the classic endothelial cells mentioned previously. According to the relationship between the two gene pairs, the endothelial precursor cells involved in this study can be speculated to be like classic endothelial cells, possibly located at sites with smaller curvature. Sites with less curvature often suffer attenuated lipid accumulation and lower atherosclerotic risk rates. The result of flow cytometry supports the speculation on the location of genuine endothelial precursor cells and demonstrates the influence of the Western diet on this cell type. Nos3, known for its promotion effects in nitric oxide production and vasodilation, was significantly upregulated in these precursor cells, further indicating the lower atherosclerotic risk rate within it (Lusis, 2000). Data in the STRING database showed a co-expression relationship between Cdh5, Pecam1, and Vcam1, while Cd36 was not involved. However, whether the supposed relevance among these proteins are reliable and how to localize them remains to be addressed.

Flow cytometry was not used in this study, instead only algorithm was used in the cell sorting. Endothelial cells sorted this way in the study showed a similar proportion of genuine endothelial precursor cells in both experimental groups. 

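In the Lyz2-led subcluster, whose leading genes are those of macrophages, Pecam1 was at 1557 (1477 to 1639.6) CPM in ND and 1061 (1004 to 1119.5) CPM in HFD cells, and Vcam1 at 519 (474 to 568) and 377 (344 to 413) CPM. Cdh5 was at 680.1 (628 to 736) and 734 (687 to 783) CPM. In the Aqp1-led subcluster, Pecam1 was at 925 and 977 CPM, Cdh5 at 1758 and 1711 CPM and Vcam1 at 2.03 and 0.676 CPM.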

Except genuine endothelial precursor cells, inflammatory endothelial cells also had a higher expression of Pecam1 and Vcam1 as well as a lower expression of Cdh5 and Cd36. The two endothelial cell subpopulations existing in both the control and HFD group indicated that some precursor cells and inflammatory cells from advanced atherosclerosis were clustered together with cells in a normal condition. It can be speculated that the transcriptional profiles of these cells in the late disease and normal states are similar, but whether they locate in atherosclerotic plaque remains to be determined.

Distribution of EC1-3 and expression profile of them indicates great probability that endothelial develops from the state of EC3 into EC1 during the disease progression. During the process, endothelial went through dysfunction and lost the function of angiogenesis and cell proliferation.

The Western diet can accelerate the progression of atherosclerosis (Supplementary Figures 5A–D) as well as endothelial dysfunction. Genes that showed an increased expression indicated the character of dysfunctional endothelial cells. These dysfunctional endothelial cells lost cell adhesion function (Podxl), which is one of the key functions in normal endothelial cells. Meanwhile, based on certain responses, based on certain responses, they appeared to inhibit the further dysfunction of endothelial cells (Hu et al., 2017), for example, changing shape in response to blood flow in order to keep normal structure (Eng) or promoting the production of nitric oxide (Rbp7) (Fang and Sigmund, 2020). In accordance with previous findings, Cxcl2 is enriched in endothelial cells in advanced atherosclerosis and suppresses atherosclerosis after myocardial infarction (F. Li et al., 2021). As a key enzyme in triglyceride metabolism, Tubb5 plays an important role in removing lipids from the blood, as well as in lipid utilization and storage (Weinstock et al., 1995). The enrichment of these biological processes suggests that in most cases, feedback inhibitory pathways for atherosclerosis development are activated in dysfunctional endothelial cells, potentially limiting further plaque expansion by inhibiting lipid accumulation and regulating vasodilation in the lesion.

Both Fbln5 and Vcam1 were upregulated in genuine endothelial precursor cells of mice with advanced atherosclerosis administered with a Western diet, implying that it induced more leukocytes that migrated to sites of inflammation. 

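Among Cytl1-positive double-positive cells, Fbln5 was at 681 (652 to 711) CPM in the ND and 1544 (1481 to 1609) CPM in the HFD library, a log2 ratio of 1.18 (1.09 to 1.27). Vcam1 was at 888 (856 to 922) and 945 (896 to 996) CPM, a log2 ratio of 0.089 (-0.0053 to 0.18), whose interval holds 0, while in the Cytl1-led subcluster the ratio was below 0. Cytl1, which defines these cells, was at 4357 and 2925 CPM.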

At the same time, lipid-related functions in these cells were not as active as in other endothelial cells, suggesting their absence in proatherogenic biological processes such as cholesterol transport, lipid utilization, or storage.

The results showed that some immune cells were absent in the HFD group, such as B cells and CD4 + T cells, indicating that the Western diet may inhibit the differentiation of aortic immune cells. A recent study pointed out that B1a and B1b lymphocytes produce IgM to inactivate oxidation-specific epitopes on LDL and thereby protect against atherosclerosis (Pattarabanjird et al., 2022). Therefore, it can be speculated that B cells initiate protective mechanisms in atherosclerosis, while the Western diet reduces the number of B cells, thus aggravating atherosclerosis. In accordance with a recent study published in *Frontiers in Immunology*, which indicated that neutrophils and APC-like neutrophils were dominant in the blood of hyperlipidemic patients rather than healthy patients (Zhao et al., 2022), neutrophils and dedicated antigen-presenting dendritic cells (APC-DC) were found to be higher in the HFD group than in the control group. However, in this study, there was no more research into the role of APC-DC in atherosclerosis. This could be further explored in the future.

The proportion of macrophages observed in Ptprc + cells increases with disease progression, similar to the findings of other researchers (Galkina et al., 2006; Cochain et al., 2018). In contrast, the proportional increase in macrophages observed in this study was caused by foam cells rather than resident macrophages or inflammatory macrophages. These foam cells were specifically enriched with the validated markers of Trem2 high macrophage. It can be inferred that the transition from macrophages to foam cells occurs in the late stages of disease and the cell of origin may be highly expressing Trem2. During the progression of atherosclerosis, the production of foam cells is inseparable from the high oxidation of LDL. High oxidization assists LDL recognition by the scavenger receptor Cd68 and thus uptake by macrophages occurs rapidly. Clearly, the significant upregulation of Cd68 with the above principle could explain the emergence of foam cells in this study.

The role of Abca1, Abcg1, and Pltp in foam cells is particularly apparent in the late stage of atherosclerosis. They help with the efflux of cholesterol in macrophages and uptake into HDL, hence promote the conversion of LDL to HDL. This facilitation of HDL synthesis predicts an inhibited conversion of macrophages to foam cells and can be one of the manifestations of feedback inhibition in advanced atherosclerosis, which slows down the further development of disease.

In conclusion, transcriptional information of aortic cells, especially VEC, was mapped using single-cell RNA sequencing. Significantly, we identified 10 endothelial subpopulations and established candidate marker genes of each subpopulation. In addition, all endothelial candidate markers identified in previous research of atherosclerosis with single-cell RNA sequencing were confirmed in this study. Notably, by observing its transcriptional signature, we found genuine endothelial precursor cells, which had not been mentioned in previous studies. Compared with previous studies, the results of this study broaden the understanding of endothelial cells and further enrich existing information about different endothelial cell markers.

In addition, comparison of gene expression profiles and constitutions of cell between the health and atherosclerotic group can help in understanding the post-modification induced by a high-fat high-cholesterol diet in various cells, especially endothelial cells and immune cells. Understanding the pathways involved in these modifications may contribute to further exploration of pathogenesis of atherosclerotic lesions.

There are some limitations to this study, which may comprise further areas of research. Validation of several newly demonstrated genes or pathways has not yet been carried out. Traditional methods such as immunohistochemistry and western blot could be used to validate the distribution of these genes and pathways more accurately.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE206239.

# Supplementary material for: Diversity of arterial cell and phenotypic heterogeneity induced by high-fat and high-cholesterol diet
**Source:** Front Cell Dev Biol. 2023 Feb 23;11:971091. doi: 10.3389/fcell.2023.971091
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Figures

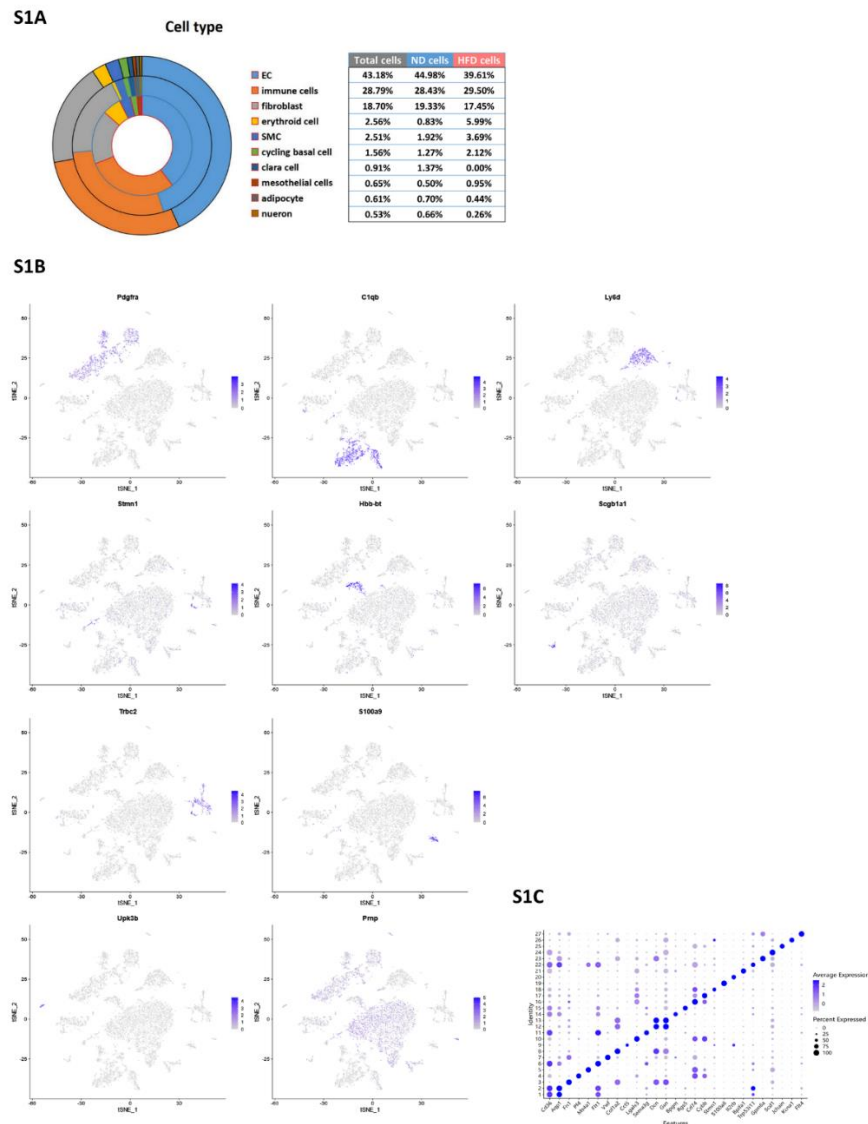

**Supplementary Figure 1.** (A) Proportion of each type of cell identified in the total cell repertoire, chow diet cell repertoire and western diet cell repertoire. (B) Gene expression patterns on tSNE plots reflect gene expression patterns of 10 additional cell markers for different cell type. (C) Expression pattern in dot plot demonstrate genes uniquely upregulated in each cluster from all aortic cells extracted from chow and western diet Apoe<sup>-/-</sup> mice. Dot size and dot color manifest the proportion and expression level of cells expressing each gene within the supposed group, respectively.

S2A

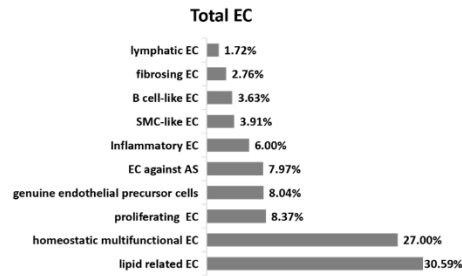

S2B

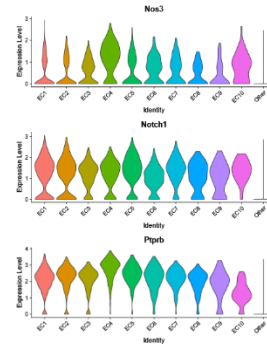

S2C

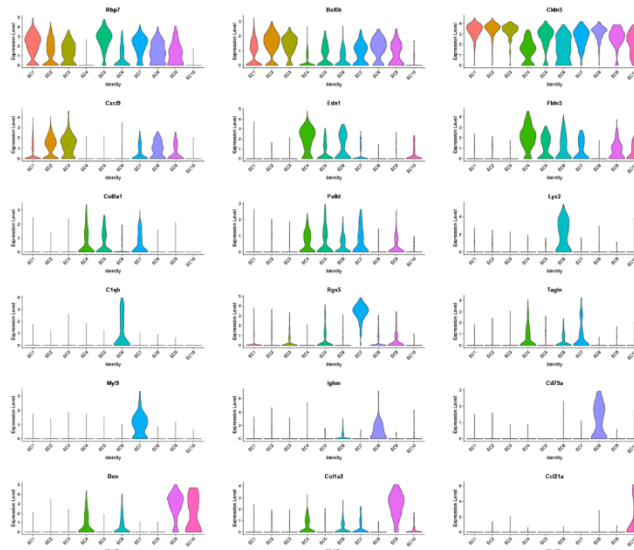

S2D

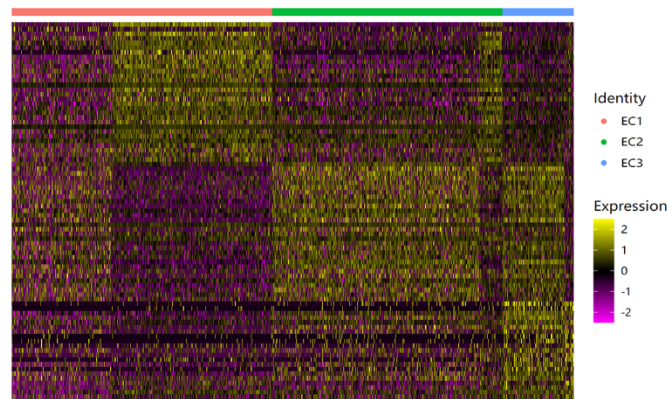

**Supplementary Figure 2.** (A) Constitution of total potential endothelial cells in pie chart. (B) Violin plots of upregulated genes of each cluster. (C) Violin plots demonstrate endothelial markers *Nos3*, *Notch1* and *Ptpn22* in the ten endothelial subpopulations. (D) Heatmap of upregulated genes compared between EC1, EC2 and EC3.

S3A

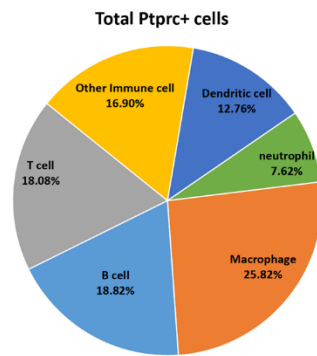

S3B

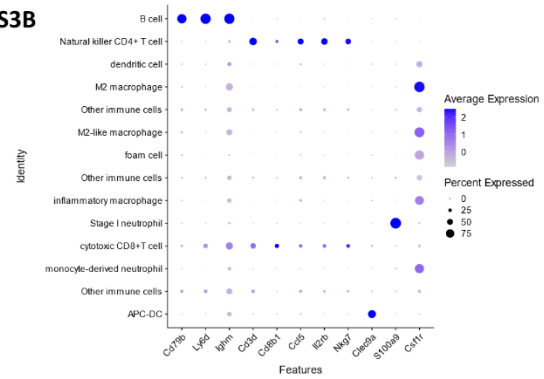

**Supplementary Figure 3. (A)** Pie chart of total Ptprc cells extracted from total cell repertoire of chow and western diet Apoe<sup>-/-</sup> mice. **(B)** Dot plot of markers of each cluster.

S4A

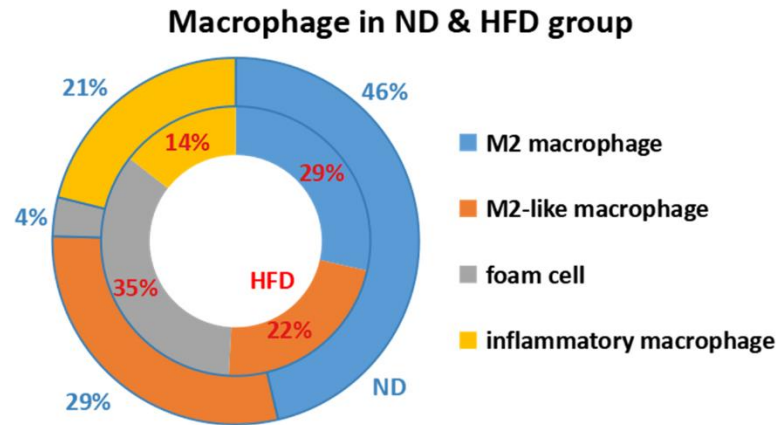

S4B

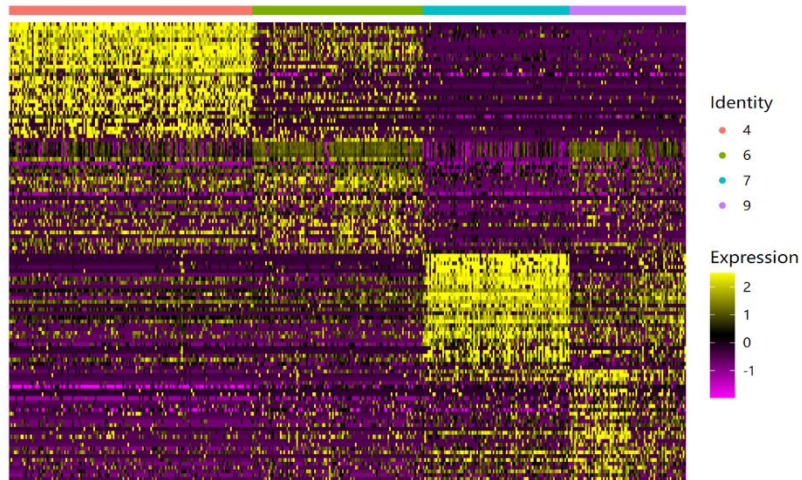

**Supplementary Figure 4.** (A) Proportion of each type of macrophage identified in the chow diet repertoire and western diet cell repertoire. (B) Heat map of top 30 upregulated genes of identified macrophages.

**S5A**

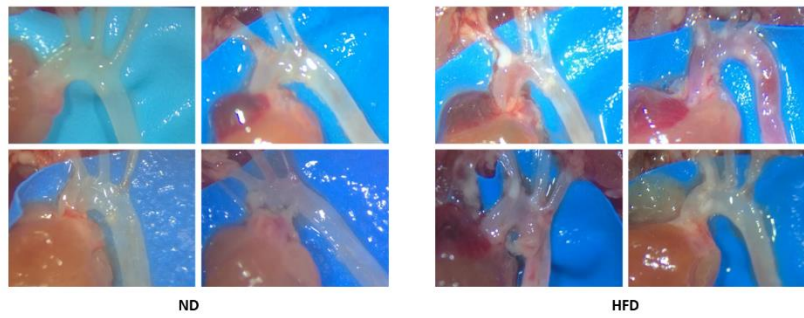

**S5B**

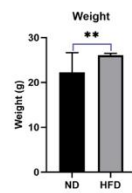

**S5C**

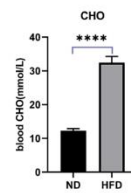

**S5D**

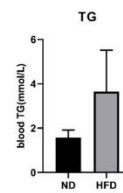

**Supplementary Figure 5.** Physical differences between chow and western diet group. **(A)** morphology of aorta under microscope. **(B)** Body weight of chow/western diet Apoe<sup>-/-</sup> mice. **(C)** Cholesterol level. **(D)** Triglyceride level in blood following 3 hours of fasting.

How the deposited data were processed for this re-analysis (not part of the article)

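Cells of the aortic arch were measured in 1 library per diet, ND and HFD, each from 2 pooled aortas of Apoe−/− mice. The authors made a UMI count for each gene and barcode with Cell Ranger and deposited the counts of each library and of both libraries joined. These values are raw counts without normalization, and they include barcodes that the study's filter removed. The joined counts were checked against the single libraries, and over 24459 barcodes no entry differed, so all values come from the single libraries. The counts list 31053 genes by Ensembl identifier and symbol. The genome build and annotation of the counts are not given in the sources used here, and gene positions were taken from GENCODE M21 on GRCm38.

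Barcodes were kept with at least 200 detected genes, at least 200 UMIs and at most 30% mitochondrial UMIs, the limits in the paper's methods. The cells were clustered with Seurat 5.3.0 in R 4.3.3, set as the methods describe for an earlier version: log-normalization, 2000 variable genes per library, integration of both libraries, 50 principal components of which 30 were used, and Louvain clustering at a resolution of 0.9. Double-positive cells, with a UMI of both Pecam1 and Cdh5, were reclustered at 0.4, and Ptprc-positive cells at 0.9, since the paper's text gives no resolution for that step. The same steps gave 26, 14 and 17 clusters. Doublet scores were computed in each library by Scrublet in scanpy 1.11.5 at an expected rate of 6%. Its own threshold marked 0 ND cells and 1 HFD cell, so the highest 6% of scores of each library were also left out as a further setting.

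Clusters were named from marker lists of cell types fixed in advance. For each cluster, the 10 leading genes were those with the largest ratio of CPM to all other cells, with 10 CPM added to both sides, among genes counted in at least 25% of its cells. The class with the most markers among them gave the name, with ties and clusters without such markers settled by the excess in the share of cells with each marker, and with at least 3 markers found in at least 10% of cells. For the count among the leading genes, the subset lists of endothelial cells and of macrophages were added to the markers of these classes. No other class had such an addition, so the rule favours these classes. A first version ranked classes by that excess alone, and the rule was changed after the clusters had been seen. A cluster without a class by this rule was left unnamed. Names end in "-like" because they rest on markers that also helped to form the clusters.

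For each group of cells, the UMIs of a gene were summed per library and divided by all UMIs of the group, as CPM. Intervals are exact, at 95%: Poisson for a sum, Clopper-Pearson for a share and conditional binomial for a log2 ratio. Where a count was 0, a fold is a lower bound with 3 UMIs over the group in place of 0. With 1 library per diet there is no replicate, so no difference between diets was tested and no number of changed genes is given. Cells of 1 library were not taken as replicates. Relations of gene pairs across cells were described by Spearman's rho after each cell was thinned to 1000 UMIs, without p-values. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

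The genes named for a population are those the paper names for it, which its authors chose on these same libraries. For HFD against ND in double-positive and in macrophage-like cells, the 5 largest rises and the 5 largest falls are named as well, among genes with at least 100 UMIs in both libraries together and at least 4 in each. Genes with 3 or fewer UMIs in 1 library are listed apart, those with the most UMIs in the other library. Dbp and Idi1, and the genes of the circadian clock and of sterol synthesis examined with them, fall outside this rule and were chosen after the values of Dbp, Nr1d1 and Idi1 had been seen, and Slc6a6, which the paper names, was taken up further for its value.

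Alternatives changed 1 choice at a time: the filter, the handling of doublets, integration, the resolution, the gates, the cells counted as endothelial, the scaling and the weight of each cell or subcluster. Sums were also scaled by the median of ratios over genes with at least 10 UMIs, and without mitochondrial, haemoglobin and ribosomal genes. Sterol genes were set against 10000 random lists of genes matched on level. The steps from counts to ratios were tested on simulated data for HFD against ND in double-positive cells, in which 200 of 9892 genes with enough UMIs were changed. The intervals held the true ratio for 95.8% of genes and for 96% of the changed genes, and the 10 ranked genes were all changed ones. A list of lowered genes fell below every random list, and of 200 unchanged lists 5.50% fell in the lowest 5% and 6% in the highest 5% of lists. Counts were drawn gene by gene from the Poisson distribution that the intervals assume, so these results check the calculation alone. Free RNA, pairs of cells, mixes of cell types and genes that vary together were not simulated. The ranked genes and the percentiles of lists were thus not tested against these.

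Depth differed between the libraries, with 3732 UMIs per ND cell and 5336 per HFD cell at the median, so shares of cells with a UMI of a gene depend on depth as well as on expression. In ND and HFD double-positive cells, the exact interval of Vcam1 was 198 to 213 and 163 to 179.7 CPM. Intervals widen in small groups, such as the 8 HFD B-like cells, and cover counting error only. Flow cytometry, imaging and the pathway results of the paper were not analysed here, and neither were trajectories or cell communication, which need choices the sources used here do not give.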

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

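The tests chosen only after the result was seen were those of Slc6a6 in fibroblast-like cells, of free RNA as a source of Dbp and of free RNA from heart muscle cells.

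A subcluster of 42 double-positive cells was led by genes of heart muscle, which the paper does not discuss, at levels far above 0. It held 23 ND and 19 HFD cells, or 0.956% (0.607% to 1.43%) and 1.31% (0.792% to 2.04%) of the double-positive cells. Of a list of 5 cardiomyocyte genes, Myl7 was at 762 and 178 CPM in its ND and HFD cells, Nppa at 429.6 and 489.9, Tnnt2 at 283 and 160.3, Actc1 at 254 and 178 and Myh6 at 127 and 134. None of the 5 is in another marker list or named by the study. Over all ND and HFD cells the list was at 24.5 and 17.5 CPM, and in the subcluster at 1481 CPM, which in part follows from the choice of cells by these genes. Free RNA from heart muscle cells would fall on double-positive cells by their depth, and such a spread gives 0.0918 cells with at least 5 UMIs of the list, but 25 cells had as many, 20 of them in the subcluster, which argues against it. Pairs of cells in 1 barcode stay open, since 0 of the cells were among the 6% highest doublet scores (exact interval up to 8.41%), but no cluster of heart muscle cells was found from which the score could form such pairs. Median depth was 4608 UMIs against 4981 in the other double-positive cells, and the median cell had 4 UMIs of Pecam1 and 8 of Cdh5, against 4 and 7. Both diets, the only condition of the design, hold such cells, and no biological explanation was tested.

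Among Ptprc-positive cells clustered at the higher resolution of 1.5, 54 cells formed a cluster led by Dntt, with Rag1 among its leading genes, which the paper does not discuss and which are absent from most cells. It held 30 ND and 24 HFD cells, or 1.96% (1.33% to 2.79%) and 3.08% (1.99% to 4.56%) of the Ptprc-positive cells, and had a median of 5084 UMIs. Pclaf and Top2a, genes of dividing cells, were also among its leading genes, and the T-cell list was the closest of the classes. A list of 5 thymocyte genes, which was not among the classes that gave names, was at 21.4 and 27.9 CPM over all ND and HFD cells. At least 3 of its genes were counted in 20 ND and 16 HFD cells, and Cd4 and Cd8b1 in that list are also named by the study. Over all ND and HFD cells, Cd8b1 was at 6.93 and 5.88 CPM, Cd4 at 6.49 and 7.56, Dntt at 2.21 and 5.12 and Rag1 at 2.28 and 3.49 CPM. Of the cells in the cluster, 7.41% (2.06% to 17.9%) were among the 6% highest doublet scores, which does not set them apart from other cells. At the resolution of 0.9 the cluster was not seen. No test was made of free RNA, of tissue next to the aorta or of any other origin, the design names no condition that separates these cells, and no biological explanation was tested.

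Dbp, a gene of the circadian clock that the paper does not discuss, rose from 5.18 to 37.1 CPM between ND and HFD fibroblast-like cells, a log2 ratio of 2.84 (2.17 to 3.57). The ratio was 2.01 (1.53 to 2.51) in double-positive cells and 0.42 (-0.74 to 1.71) in macrophage-like cells, and for Nr1d1 the ratios were 3.00 (2.45 to 3.58), 0.91 (0.63 to 1.19) and 1.20 (0.38 to 2.12). Free RNA would give Dbp 1 level in all HFD cells, but its highest CPM among these HFD cell types was 4.70 times its lowest, which argues against that source. A different time of day at harvest may explain the pattern: Arntl and Npas2, which peak when Dbp is low, were below 0 in 6 of 6 ratios, with a median of -1.49. Per3, Tef, Nr1d2 and Ciart were above 0 in 6 of 12, and in 7 of 12 by the median of ratios, which adds 0.12 to log2 ratios in fibroblast-like cells, or without mitochondrial, haemoglobin and ribosomal genes. Under each scaling, Dbp and Nr1d1 kept their direction in the 3 cell types, as did Arntl and Npas2. Npas2 in macrophage-like cells rests on 4 ND and 5 HFD UMIs. Time of harvest and an effect of diet on the clock cannot be told apart, because the time is not given in the sources used here and each diet is 1 pool. Diet stays open and untested.

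Slc6a6 was at 132 and 1053 CPM in ND and HFD double-positive cells, a log2 ratio of 3.00 (2.93 to 3.07), a difference within these cells that the paper does not report. The paper names the gene for EC1, which it finds mostly in the HFD group. A single subset of endothelial cells that grew under HFD would leave the ratio near 0 in the other subclusters. In the Cytl1-led subcluster of the integrated map the ratio was 1.75 (1.01 to 2.52), from 24 ND and 48 HFD UMIs. Without integration it was 1.31 (0.68 to 1.94), from 40 and 52 UMIs. There, growth of a subset and a rise within each cell cannot be told apart, since free RNA of a subset that grew, or pairs with its cells, may give so low a level, 49.6 CPM in the HFD cells. In the map without integration, the Eps8l2-led subcluster of 109 ND and 100 HFD cells had a ratio of 1.70 (1.51 to 1.89), from 636 to 2062 CPM, a rise beyond that level, which argues against growth of 1 subset as the whole of the pattern. That test was set before its own value was seen, but after the ratio of 2.07 in the integrated Eps8l2-led subcluster, which shares cells with it. A shift shared by all cell types of the HFD library would give a like ratio elsewhere, but it was 0.70 (0.51 to 0.89) in fibroblast-like and 0.41 (0.26 to 0.56) in macrophage-like cells. In T-like cells it was 2.61 (2.24 to 2.99), and the source of this was not tested. A change in endothelial cells under HFD, and a difference in handling that acts on endothelial cells, may both give this pattern and were not tested, as there is 1 library per diet.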

How the results depend on the processing

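The tests chosen only after the result was seen were the settings without the highest 6% of doublet scores and with at least 2 Ptprc UMIs for the immune clusters, the share of double-positive cells in subclusters at least 90% of 1 library, and a grid of other gates for endothelial cells, of which none is used. The filter, marker lists, gates, comparisons and 20 other settings were chosen before the data were examined, and all of these settings were run. A value is said to move where it left its 95% counting interval, and to reverse where a ratio with an interval clear of 0 changed sign. For rho there is no interval, so it is said to move where it changed by at least 0.1 and to reverse where its sign changed, however near to 0 it was. Apart from moves that a setting makes by construction, the cause was not tested.

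Over every setting that gave a value for them, these directions held. Endothelial-like cells had a higher share in the ND library (42.3% to 48.1%) than in the HFD library (35.7% to 41.1%), as did fibroblast-like cells (17.97% to 22.1% and 14.3% to 17.9%) and B-like cells (15.8% to 31.5% and 0.386% to 2.63%). Immune-like cells (19.03% to 29.9% and 29.9% to 33.04%), double-positive cells (21.2% to 59.6% and 24.4% to 64.3%), macrophage-like cells (15.1% to 19.9% and 43.05% to 55.4%) and foam-like cells (2.96% to 44.7% and 19.05% to 83.3%) had the higher share in the HFD library. Shares of T-like and neutrophil-like cells were higher in the ND library or 0 in both. In Cytl1-positive over other cells, the log2 ratio of Pecam1 stayed above 0 (1.57 to 1.83 in ND and 1.38 to 1.78 in HFD cells) and that of Cdh5 below 0 (-1.25 to -1.02 and -0.96 to -0.52). For Vcam1 and Cd36, rho stayed below 0 (-0.43 to -0.025 and -0.40 to -0.093). Above 0 in HFD over ND stayed the median of the 7 raised genes in endothelial cells, from 0.67 to 1.00, and that of the 8 macrophage genes, from 0.80 to 1.32.

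Other directions depended on the setting. The Ptprc-positive share was higher in the HFD library at the stated filter, but lower with a minimum of 200 UMIs, with the barcodes richest in UMIs, with 2 UMIs and after thinning. At the limit of 10% mitochondrial UMIs, the shares of dendritic-like cells and of the Cytl1-led subcluster changed direction, with intervals that overlap between the libraries. The direction also changed for rho of Pecam1 and Cdh5 without thinning and among Cytl1-negative cells, and the ratios of HFD over ND of Vcam1, Fabp4, Gpihbp1, Pecam1, Cdh5, Upk3b and Col1a1 in endothelial cells and of Ccl8, Cd5l and Ifitm2 in macrophage-like cells, each under at least 1 setting.

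With 200 UMIs in place of 200 genes, 88 of 93 values stayed within their intervals and none reversed. Those that moved were the cells kept (5566 and 2861 in the ND and HFD libraries), the ND shares of endothelial-like cells (42.3%) and dendritic-like cells (5.61%) and the HFD share of double-positive cells (50.6%). A minimum of 500 genes moved none of 93. Keeping as many barcodes as in the study, taken by UMIs, left 87 of 91 in place, and moved the fibroblast-like shares (17.97% and 15.7%), the ND dendritic-like share (5.54%) and 1 single gene. Without the Scrublet calls, a single HFD cell, 92 of 93 stayed, while the HFD T-like share moved to 5.66%.

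The limit of 10% mitochondrial UMIs, which kept 846 and 112 cells, moved 66 and reversed 4 of 88 values. In ND and HFD cells, the shares of all cells became 48.1% and 41.1% for endothelial-like, 19.03% and 33.04% for immune-like, 22.1% and 14.3% for fibroblast-like, 59.6% and 64.3% for double-positive and 26.1% and 33.9% for Ptprc-positive cells. Of the Ptprc-positive cells, 15.8% and 2.63% were B-like, 17.2% and 47.4% macrophage-like and 23.1% and 21.1% dendritic-like, while T-like cells were at 0% and 0% and neutrophil-like cells at 0% and 0%. Foam-like cells were 44.7% and 83.3% of macrophage-like cells, and the Cytl1-led subcluster 17.3% and 23.6% of double-positive cells, of which 59.5% in the ND library were in subclusters of that library. The ratio of Cdh5 in HFD Cytl1-positive cells was -0.57. For HFD over ND, Vcam1 was at 1.05, Fabp4 at -0.23, Pecam1 at 0.35 and the median of the raised genes at 0.67 in endothelial cells, and Ccl8 at -2.61 and the median of the named genes at 1.01 in macrophage-like cells. Fewer cells are kept by construction.

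Without integration, 17 of 22 values stayed. The ND T-like share became 18.4%, the ND foam-like share 2.96%, the HFD B-like share 0.386% and the shares of double-positive cells in subclusters of 1 library 67.4% and 45.7%. The lower resolution (0.5, or 0.2 for endothelial cells) left 18 of 22 in place, with 20.6% and 8.23% for T-like cells, 5.62% for ND dendritic-like cells and 11.7% for the ND Cytl1-led subcluster. At the higher resolution (1.5 or 0.8) 18 of 22 stayed, and foam-like shares became 3.37% and 19.05%, the HFD T-like share 5.78% and the ND share in subclusters of 1 library 1.25%. That T-like share includes the Dntt-led cluster, with 3.08% of the HFD Ptprc-positive cells, beside 1.67% and 1.03% in the clusters led by Trac and Cd163l1.

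Gates moved by construction. With 2 UMIs of each gene, double-positive cells were 34.3% and 46.2% and Ptprc-positive cells 20.00% and 19.4% of the ND and HFD cells, and after thinning 21.2% and 24.4% and 14.3% and 10.1%. A minimum of 2 Cytl1 UMIs left 7 of 16 values in place and gave 1.83 and 1.73 for Pecam1 and -1.24 and -0.82 for Cdh5. For rho of Pecam1 and Cdh5, the values were 0.45 and 0.40 without thinning and 0.032 and 0.052 among Cytl1-negative cells, where rho of Vcam1 and Cd36 was -0.025 and -0.093. Without thinning, the depth of a cell raises both counts.

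Over all cells of the endothelial-like clusters, 18 of 50 values stayed and 3 reversed. Cdh5 in Cytl1-positive cells was at -1.25 and -0.96, Pecam1 in the HFD library at 1.53 and HFD rho of Pecam1 and Cdh5 at -0.14. HFD over ND, Gpihbp1 was at 0.017, Pecam1 at 0.10, Cdh5 at -0.0056, Upk3b at -0.71 (-4.05 to 1.77, which holds 0) and the median of the raised genes at 1.00. For the double-positive cells of these clusters, 14 of 46 stayed and 3 reversed, with 1.66 and 1.51 for Pecam1 and -1.25 and -0.93 for Cdh5 in Cytl1-positive cells and, HFD over ND, 0.043 for Gpihbp1, 0.046 for Pecam1, -0.0072 for Cdh5, -0.78 for Upk3b, whose interval again holds 0, and 1.00 for the median.

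Scaling by the median of ratios kept 28 of 65 values within their intervals and reversed 3. It gave 1.57 and 1.38 for Pecam1 and -1.25 and -0.95 for Cdh5 in Cytl1-positive cells, and, HFD over ND in endothelial cells, 0.097 for Gpihbp1, 0.085 for Pecam1, 0.039 for Cdh5 and 0.96 for the median of the raised genes, with 1.26 for that of the macrophage genes. Without mitochondrial, haemoglobin and ribosomal genes, 47 of 65 stayed and 3 reversed: Gpihbp1 was at 0.076, Pecam1 at 0.065 and Cdh5 at 0.018, with the median at 0.94 and Pecam1 in HFD Cytl1-positive cells at 1.56. With each cell weighted the same, 33 of 65 stayed, and Cdh5 was at -1.02 in ND Cytl1-positive cells and -0.15 HFD over ND, and the median of the macrophage genes at 1.32. With subclusters of macrophage-like cells weighted the same, 5 of 19 stayed and that median was 0.96. Leaving out the foam-like cluster kept 4 of 19, took the median to 0.80 and reversed Cd5l, to -1.13.

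Leaving out the highest 6% of doublet scores, a setting added after the data had been seen, kept 60 of 93 values in place and reversed none. It left 5091 and 2575 cells, and moved the ND shares of Ptprc-positive cells (26.9%), B-like cells (31.5%), dendritic-like cells (5.92%) and the Cytl1-led subcluster (10.8%), the T-like shares (15.7% and 5.19%), Pecam1 in Cytl1-positive cells (1.82 and 1.78) and Cdh5 in those of the HFD library (-0.52). Immune clusters of cells with at least 2 Ptprc UMIs, the other setting added after the data had been seen, kept 15 of 31 and reversed none. Macrophage-like cells were then 15.1% and 43.05% of the ND and HFD cells, foam-like cells 25.6% and 45.9% of these, and the median of the macrophage genes was 0.94.

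Some settings gave no value for a result. At the limit of 10% mitochondrial UMIs, this holds for Ccl21a and Mzb1 in endothelial cells and for Cxcl13, Pla2g2d and Serpinf1 in macrophage-like cells, which had no UMI left in 1 or both libraries. Relations of gene pairs were not recomputed under the cell filters, and the number of cells is fixed where the barcodes richest in UMIs are kept. No paired analysis was possible because each diet has 1 library, both numbered 1, and the values come from no test. Depth limits the classes with few HFD cells, such as the 8 B-like and 13 neutrophil-like cells, whose genes have wide intervals, and genes with few UMIs. With 1 pool per diet, none of these settings can show how far the values vary between mice.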

Differences from the paper's values

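The tests chosen only after the result was seen were the settings without the highest 6% of doublet scores and with at least 2 Ptprc UMIs for the immune clusters.

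For HFD cells, the paper's median reads per cell are 3421, against a median of 5336 UMIs here, and the paper's transcripts detected per cell are 1069, against a median of 1847 genes here. None of the alternatives set before the data were examined was run on these medians. In the ND library, the values here were 3732 and 1478, within 1.5 times the paper's.

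The paper's share of T cells in the control group is 23.18%, against 13.7% T-like cells here, or 19.9% with natural killer-like cells. Of the alternatives set before the data were examined, no integration (18.4%) and the lower resolution (20.6%) brought the value within 1.5 times the paper's, and 200 UMIs in place of 200 genes (12.5%), a minimum of 500 genes (13.8%), the limit of 10% mitochondrial UMIs (0%), the barcodes richest in UMIs (12.7%), leaving out Scrublet calls (14.5%) and the higher resolution (14.6%) did not. Leaving out the highest doublet scores, chosen after seeing the values, also did, at 15.7%, with B-like, T-like, macrophage-like, dendritic-like and neutrophil-like cells all found, and clusters of cells with at least 2 Ptprc UMIs did not, at 12.7%, or did with natural killer-like cells, at 20.96%.

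For T cells in the HFD group, the paper's share is about 7.7% in Figure 4C, read by eye, against 2.83% here, or 5.27% with natural killer-like cells, which is within 1.5 times of it. Within 1.5 times of it, among the alternatives set before the data were examined, came leaving out Scrublet calls (5.66%), the lower resolution (8.23%) and the higher resolution (5.78%), but not 200 UMIs in place of 200 genes (2.05%), a minimum of 500 genes (2.45%), the limit of 10% mitochondrial UMIs (0%), the barcodes richest in UMIs (1.97%) and no integration (1.80%). The value at the higher resolution counts the Dntt-led cluster as T-like, with 3.08% of the HFD cells. The other T-like clusters there, led by Trac and Cd163l1, held 1.67% and 1.03%. Of the settings chosen after seeing the values, leaving out the highest doublet scores gave 5.19%, which is within it and loses none of these classes, and at least 2 Ptprc UMIs 2.26%, or 5.08% with natural killer-like cells, which are not. For B cells in the HFD group, the paper's share is about 0.19% in Figure 4C, read by eye, against 1.03% here. No alternative set before the data were examined closed this gap, with values from 0.386% to 2.63%, the nearest without integration. The settings chosen after seeing the values gave 1.73% and 0.752%, and closed it neither.

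Dendritic cells are about 8.3% of the paper's ND group and about 22% of its HFD group in Figure 4C, read by eye, against 4.31% and 12.1% dendritic-like cells here. In the ND library, of the alternatives set before the data were examined, 200 UMIs in place of 200 genes (5.61%), the barcodes richest in UMIs (5.54%) and the lower resolution (5.62%) closed the gap, and a minimum of 500 genes (4.26%), the limit of 10% mitochondrial UMIs (23.1%), leaving out Scrublet calls (4.18%), no integration (4.18%) and the higher resolution (4.25%) did not. In the HFD library the limit of 10% mitochondrial UMIs (21.1%) closed it, and 200 UMIs in place of 200 genes (12.8%), a minimum of 500 genes (12.1%), the barcodes richest in UMIs (13.4%), leaving out Scrublet calls (11.8%), no integration (11.7%), the lower resolution (13.4%) and the higher resolution (11.8%) did not. Leaving out the highest doublet scores, chosen after seeing the values, closed it in the ND library (5.92%), with none of these classes lost, and not in the HFD library (13.98%), and at least 2 Ptprc UMIs closed it in neither (5.08% and 14.3%).

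Neutrophils are about 9.6% of the paper's ND group and about 3.6% of its HFD group in Figure 4C, read by eye, against 5.03% and 1.67% neutrophil-like cells here. The paper counts a cluster with Ly6c2 among neutrophils, while the cluster with the most Ly6c2 here was monocyte-like, 3.72% and 4.37% of the cells. Counting that cluster as well would narrow the gap in the ND library. In the HFD library, the monocyte-like share alone is above the paper's 3.6%. For neutrophil-like cells alone, no alternative set before the data were examined closed the gap, with values from 0% to 5.03% in the ND library and from 0% to 1.71% in the HFD library. Neither did the settings chosen after seeing the values, at 5.34% and 2.02% without the highest doublet scores and 5.45% and 1.504% with 2 Ptprc UMIs. Foam cells are about 4% of the paper's ND macrophages in Supplementary Figure 4A, read by eye, against 18.7% here. Among the alternatives set before the data were examined, no integration (2.96%) and the higher resolution (3.37%) closed this gap, and 200 UMIs in place of 200 genes (18.4%), a minimum of 500 genes (19.3%), the limit of 10% mitochondrial UMIs (44.7%), the barcodes richest in UMIs (19.05%), leaving out Scrublet calls (18.3%) and the lower resolution (19.05%) did not, nor did the settings chosen after seeing the values, at 19.1% and 25.6%. For HFD macrophages, the paper's share is about 35%, read by eye, against 39.1% here and 36.4% without integration. The higher resolution gave 19.05% in the HFD library, which opens a gap there.

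Other settings reached a number the paper states. A minimum of 2 Ptprc UMIs, a gate set before the data were examined, gave 1083 ND and 532 HFD cells, the same numbers as the paper's. The clusters of those cells were made after this match had been seen, and 15 were found, with B-like, T-like, macrophage-like, dendritic-like and neutrophil-like clusters, but no macrophage-like cluster was closest to the inflammatory set. A minimum of 2 UMIs of Pecam1 and Cdh5 gave 1860 and 1266 double-positive cells, against the paper's 1786 and 999, nearer than 2405 and 1447 with 1 UMI.

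In the following, the statement of the paper comes first. B cells and a cluster of fibroblasts are said to exist in the control group alone. Here 17 HFD cells were in the B-like cluster of all cells and 8 in that of the Ptprc-positive cells, and the cluster led by Inmt, the most ND-rich of the larger fibroblast-like ones, held 261 ND and 37 HFD cells, while that led by Tbx20 had 1 HFD cell. A cluster is named for neurons, but here the cells with its genes had no UMI of the neuronal genes Snap25, Stmn2 and Rbfox3 in the ND library.

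Of the endothelial cells, proliferation and angiogenesis genes are said to rise from EC1 to EC3. None of the 3 largest integrated subclusters here was closest to the genes of EC1 or EC3, and Tgfbr3 was at 247, 244 and 127 CPM in ND cells of those led by Aqp1, Cxcl9 and Eps8l2, while Pgf, Nrp2 and Tmsb10 were highest of the 3 in that led by Cxcl9. Without integration, the Cdkn1c-led subcluster of 8 ND and 662 HFD cells was closest to EC1 and the Cxcl9-led one of 810 and 56 to EC3. Pecam1 and Cdh5 are said to be related negatively in each subpopulation. Here rho was below 0 in 6 of 11 ND and 4 of 9 HFD subclusters. The 4 in the HFD library are those led by endothelial genes (Aqp1, Cxcl9, Eps8l2 and Cytl1), while the other HFD subclusters are led by genes of other classes. In the ND library, rho was below 0 in those led by Aqp1 and Cytl1 and above 0 in those led by Cxcl9 and Eps8l2. Lpl is said to be undetectable in the Cytl1 subpopulation, where it had 51 and 44 UMIs here, although its CPM was lower in no other subcluster. Background in B-like cells was 15.3 and 267 CPM, which in the HFD library, from 17 cells, is above the 41.95 CPM of the Cytl1-led cells.

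Cytl1 and Vcam1 are called unchanged by diet. Here the log2 ratio of HFD over ND in double-positive cells was -1.10 (-1.15 to -1.05) for Cytl1, nearest to 0 at the limit of 10% mitochondrial UMIs with -0.18, and -0.27 (-0.35 to -0.18) for Vcam1, which was 1.05 at that limit. Col1a1, called unchanged too, was at 0.011 (-0.18 to 0.20). Vcam1 is called raised by the diet in Cytl1-positive cells, and here its ratio in these was 0.089 (-0.0053 to 0.18), while that of Fbln5 was 1.18 (1.09 to 1.27). In the Cytl1-led subcluster the ratio was -0.28 (-0.39 to -0.17) for Vcam1 and 0.89 (0.79 to 0.98) for Fbln5. Pecam1 is called lowered and Cdh5 raised in the HFD group. Here Pecam1 was at -0.043 and Cdh5 at -0.089, but by the median of ratios Pecam1 was at 0.085 and Cdh5, as the paper has it, above 0 at 0.039.

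Macrophages form 4 clusters in the paper, and here 3 clusters were macrophage-like, with more at the higher resolution. The share of M2 macrophages is said to fall. Here it fell among macrophage-like cells, from 45.9% to 29.5%, but rose among Ptprc-positive cells, from 8.82% to 15.8%. Chemokines are said to mark inflammatory macrophages. Of Ccl3, Ccl4, Cxcl1, Cxcl2 and Cxcl16, the first 3 were higher in the inflammatory-like than in the foam-like cluster in both libraries, but Cxcl16 was higher in the foam-like cluster in both (486 and 454 against 224 and 149.9 CPM), and Cxcl2 in the ND library (6509 against 6188 CPM). Ccr2 is said to be high in M2-like macrophages, which the paper sets apart from M2 and which formed no cluster of their own at the resolution of 0.9. Here it was highest of the macrophage-like clusters in the inflammatory-like one, at 407 and 718 CPM, against 85.1 and 146 CPM in that closest to M2. At the higher resolution, a macrophage-like cluster of 152 cells closest to the M2 set was led by Ccr2, as the paper has it.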

Other observations

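The tests chosen only after the result was seen were those of 2 cells in 1 barcode, of free RNA from airway cells, of red cell RNA in other barcodes and of sterol genes within fibroblast-like clusters.

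Some subclusters of double-positive cells were led by genes of macrophages (Lyz2), B cells (Cd79a), T cells (Trbc2) or fibroblasts (Gsn). Of their 517 cells, 43.9% (39.6% to 48.3%) were among the highest 6% of doublet scores of their library, against 1.59% (1.16% to 2.12%) of the cells in the 4 subclusters led by endothelial genes. Of these 45 cells, 32 were in the Cytl1-led subcluster, 10.2% (7.08% to 14.1%) of its cells, against 0.304% to 0.833% in the other 3. In the Cytl1-led cluster of all cells the share was 20.9% (17.4% to 24.8%). Pairs of cells stay open for part of these cells. The subcluster led by Scgb1a1, whose UMIs are spread over ND cells, was left out of this group. A candidate explanation for these subclusters is 2 cells in 1 barcode. The score rises with any mix of profiles, so cells that truly express both sets of genes would raise it too and stay open. In the Notch3-led subcluster, led by smooth muscle genes, 9 of 142 cells, or 6.34% (2.94% to 11.7%), had such scores. There, pairs of cells and cells of 1 kind cannot be told apart, because the interval holds the 6% that chance gives and the score was not tested on pairs of these types. No biological explanation was tested for either.

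UMIs of Scgb1a1, a gene of airway club cells, were counted in ND cells of other classes. After thinning to 1000 UMIs, a UMI of it was found in 11.4% of ND fibroblast-like cells, the lowest of 6 classes, and in 18.7% of ND T-like cells, the highest. In thinned HFD cells none had a UMI, with 2739 cells, for which the exact interval reaches 0.135%. Without thinning, 0.256% (0.103% to 0.526%) of HFD cells had a UMI, against 41.6% of ND cells. The club cell list of 5 genes, each of which the study names, was at 15515 CPM over all ND and 0.582 CPM over all HFD cells, with Scgb1a1 at 10029 and Bpifa1 at 3297 CPM in the ND library. A candidate source is free RNA from airway cells in the ND suspension, since each class, whatever its own genes, had a share of at least this size. Lists of 5 alveolar epithelial and 4 ciliated cell genes were at 75.4 and 31.2 CPM over all ND cells and 2.62 and 1.63 CPM over all HFD cells. Why the HFD library lacks club cell RNA was not tested. Tissue next to the aorta, taken along in the ND library, and an effect of diet both stay open as untested. Cells of such tissue would also enter the ND shares of other classes.

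A cluster of all cells was led by Hbb-bt and held 49 ND and 204 HFD cells. Of its 253 cells, 75.9% had UMIs of both Pecam1 and Cdh5, against 7.09% of macrophage-like cells, which had a like median depth of 5261 UMIs against 5146. The erythroid list of 5 genes, all named by the study, was at 3338 CPM over all ND and 22796 CPM over all HFD cells, with Hbb-bs at 2199 and 14966 CPM and Hbb-bt at 353 and 2853 CPM. Red cell RNA in barcodes of endothelial cells is a candidate explanation. Blood left in the vessel at harvest and an effect of diet were not tested and stay open for the difference between the libraries.

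Idi1, a gene of sterol synthesis singled out after its values were seen, had a log2 ratio of HFD over ND of -3.10 in fibroblast-like cells, -1.04 in double-positive cells and -3.26 in macrophage-like cells. Other genes of sterol synthesis and its control, none of which the paper names, were then examined as a list, in a test set before their own values were seen, where they had at least 20 UMIs and a UMI in both libraries. In fibroblast-like cells, 13 of 13 were below 0, with a median of -1.45. This median was below all 10000 random lists of like level, which had a median of -0.18 (central 95% from -0.49 to 0.091). In double-positive cells, 13 of 14 were below 0 by total UMIs and 12 by either other scaling, with a median of -0.80, lower than all but 0.05% of the lists. In macrophage-like cells 7 of 9 were, with a median of -0.65, lower than all but 1.03%. In fibroblast-like and macrophage-like cells the scaling changed none of these counts. Within the fibroblast-like clusters led by Pi16, Mfap4, Inmt and Cxcl14 the median was -0.70, -1.54, -1.08 and -3.45, over 6 to 8 genes, each lower than all but at most 1.94% of the lists. These clusters differ in size between the libraries, so a change in their mix may add to the value over all fibroblast-like cells and stays open. Of the most abundant of the list in fibroblast-like cells, Hmgcs1 was at 58.6 and 23.4 CPM and Insig1 at 54.8 and 20.03 CPM in ND and HFD cells. Lower sterol synthesis in HFD cells may explain this, and the high-cholesterol diet is a candidate cause, but with 1 library per diet the diet was not tested against a difference in handling or time of harvest.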
